# Yeast genomic expression patterns in response to low-shear modeled microgravity

**DOI:** 10.1186/1471-2164-8-3

**Published:** 2007-01-03

**Authors:** Kathy B Sheehan, Kate McInnerney, Boloroo Purevdorj-Gage, Sara D Altenburg, Linda E Hyman

## Abstract

The low-shear microgravity environment, modeled by rotating suspension culture bioreactors called high aspect ratio vessels (HARVs), allows investigation in ground-based studies of the effects of microgravity on eukaryotic cells and provides insights into the impact of space flight on cellular physiology. We have previously demonstrated that low-shear modeled microgravity (LSMMG) causes significant phenotypic changes of a select group of Saccharomyces cerevisiae genes associated with the establishment of cell polarity, bipolar budding, and cell separation. However, the mechanisms cells utilize to sense and respond to microgravity and the fundamental gene expression changes that occur are largely unknown. In this study, we examined the global transcriptional response of yeast cells grown under LSMMG conditions using DNA microarray analysis in order to determine if exposure to LSMMG results in changes in gene expression.

LSMMG differentially changed the expression of a significant number of genes (1372) when yeast cells were cultured for either five generations or twenty-five generations in HARVs, as compared to cells grown under identical conditions in normal gravity. We identified genes in cell wall integrity signaling pathways containing MAP kinase cascades that may provide clues to novel physiological responses of eukaryotic cells to the external stress of a low-shear modeled microgravity environment. A comparison of the microgravity response to other environmental stress response (ESR) genes showed that 26% of the genes that respond significantly to LSMMG are involved in a general environmental stress response, while 74% of the genes may represent a unique transcriptional response to microgravity. In addition, we found changes in genes involved in budding, cell polarity establishment, and cell separation that validate our hypothesis that phenotypic changes observed in cells grown in microgravity are reflected in genome-wide changes.

This study documents a considerable response to yeast cell growth in low-shear modeled microgravity that is evident, at least in part, by changes in gene expression. Notably, we identified genes that are involved in cell signaling pathways that allow cells to detect environmental changes, to respond within the cell, and to change accordingly, as well as genes of unknown function that may have a unique transcriptional response to microgravity. We also uncovered significant changes in the expression of many genes involved in cell polarization and bud formation that correlate well with the phenotypic effects observed in yeast cells when grown under similar conditions. These results are noteworthy as they have implications for human space flight.

## Background

Spaceflight presents a novel environment for organisms that evolved under the selection pressures of gravity on Earth. Cellular responses to the environment are mediated by phenotypic changes ultimately driven by alterations in gene expression, some of which resemble environmental stress responses [1,2]. Microorganisms such as yeast serve as powerful eukaryotic models for experimentally investigating the effects of microgravity. Studies conducted with microorganisms have shown that cells sense and respond to changes in mechanical forces, such as gravity, with changes in microbial growth and behavior, including a shortened lag phase, increased growth rates, increased resistance to antibiotics [3,4], and changes in transcriptional response [5]. However, comprehensive understanding of the effects of microgravity on biological systems is difficult due to technical problems associated with spaceflight experiments. Many factors that can influence cell physiology are present during spaceflight, such as exposure to hypergravity during launching, radiation, disturbances in circadian rhythms, physical stresses, and changes in nutritional uptake [6], in addition to microgravity. Utilizing the yeast model system to isolate one of the variables, allows an investigation of the cellular response specific to microgravity conditions. We employed, in our study, a specialized ground-based bioreactor, called the High Aspect Ratio Vessel (HARV), which closely mimics the microgravity environment and provides an efficient means to study the effects of weightlessness on yeast cells [3,7,8].

The HARV is a rotating wall culture vessel that reduces fluid shear. Cells are inoculated into the HARV and air bubbles removed so as not to disturb convection currents produced in the rotating suspension. In this vesicle the cells revolve around a horizontal axis (parallel to the ground and perpendicular to the gravitational force vector), continuously falling through the fluid at 1 g under terminal velocity conditions. Experimental control conditions are achieved by orienting the HARV so that cells revolve around a vertical axis (see Figure 1 in [3]). Cells are not agitated, but move sufficiently enough in the HARV to allow for the continuous exchange of dissolved gases through a permeable membrane in the device and for exchange of nutrients and wastes in the medium within the vessel. In addition, the system randomizes the unidirectional pull of Earth's gravity and minimizes turbulence over the surface of the cells creating the net affect of a state of 'functional weightlessness' or 'low-shear modeled microgravity' (LSMMG) [8,9]. The bioreactor does not remove the force due to gravity, but rather the gravitational vector present in the rotating device constantly changes direction (vector averaged gravity) such that cells remain suspended in solution [8]. Thus, the HARV bioreactor, which mimics some of the same conditions of low-shear encountered during space flight, serves as a ground-based analog for space experiments [10-12].

While numerous environmental signals have been examined in modeled microgravity conditions for their effects on bacteria [3,12], few studies have utilized yeast. *S. cerevisiae *is fully viable and responsive to microgravity conditions either during spaceflight or in ground-based experiments [3]. Our initial examination of gene expression in yeast cells exposed to LSMMG conditions provided some of the first lines of evidence that microgravity influences certain aspects of phenotypic and behavioral traits in yeast [1] and showed that growth in HARVs might be regulated transcriptionally by activation through two promoter elements, one with direct ties to a well-studied signal transduction pathway. Johanson et al. [2] expanded the initial gene expression study in *S. cerevisiae *and identified significant genes with changes in gene expression in response to low-shear conditions [1,2].

In a recent study in our laboratory, we examined the morphological changes of yeast cells grown in LSSMG compared to planktonic growth. We observed defective polarity determination as exhibited by aberrant (random) budding compared to the typical bipolar pattern of controls. We postulated that the random budding pattern observed in cells exposed to LSMMG might be the result of changes in expression of genes that play roles in upstream budding processes. For example, processes such as bud site selection and polarity establishment may be pathways that are disrupted when the gravitational sense of cells is neutralized, as is the case during HARV rotational growth. Our results confirmed that a select group of genes associated with the establishment of cell polarity, bipolar budding, and cell separation were significantly altered, suggesting that low-shear conditions alter yeast gene expression in evolutionarily conserved cellular functions such as cell polarization [13].

Our current hypothesis is that *S. cerevisiae *will undergo a transcriptional response to growth conditions that reflect the space environment and that this response will be evident as changes in expression of specific genes, including those involved in cell polarity, budding, and mother-daughter cell separation, as well as genes that participate in the cellular response to environmental stress. We utilized microarray analysis and comparative genomics to directly assess and quantify global gene expression patterns in cultures grown under LSMMG. We identified a general transcriptional response of *S. cerevisiae *to microgravity, as well as effects of longer exposure of cells grown under continuous culture conditions. Our results reveal the ways in which microgravity affects yeast cells, and provide insights into the fundamental mechanisms controlling establishment of cell polarity and polarity dependent cellular responses.

## Results and discussion

### Low-shear modeled microgravity

*S. cerevisiae *cells grown in HARV bioreactors in our study show a dramatic genome-wide transcriptional response to low-shear modeled microgravity when compared to cells grown in HARVs under control conditions. 

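Expression was measured on 12 Affymetrix Yeast Genome 2.0 arrays hybridized with RNA of the diploid strain BY4743. HARVs are rotating vessels filled with medium. LSMMG was modeled in HARVs in the vertical position, in which cells revolve around a horizontal axis, and control HARVs were placed in the horizontal position. The groups follow the names of the paper: Ctrl with 6 control arrays, SMG 5 with 3 arrays after 5 generations in LSMMG and SMG 25 with 3 arrays after 25 generations. The sample titles give 3 control arrays at 5 and 3 at 25 generations, Figure 1 shows 4 and 2, and the growth description of every sample names 5 generations. The paper left out 1 control array as aberrant. Its text does not say which, or whether that array is among those deposited, which are as many as the control arrays of Figure 1, and all deposited arrays were used. The authors computed RMA expression values from the CEL files. The deposited values are ratios on a linear scale: every array has a median of 1 over all probe sets, and each probe set has a median over the 12 arrays between 0.9935 and 1.0105. A ratio of 2 therefore means 2 times the probe set's own typical level, and the ratios of different genes cannot be ranked by abundance. The lowest ratio is 0.01, reached by 2 values, both of SPG4 on control arrays. The signal minimum of 50 used by the authors could not be applied to ratios, so no probe set was removed for low signal. Of 10928 probe sets, 9015 were tested: 5498 with a single S. cerevisiae gene and 3517 without a gene name. Left out were 1746 probe sets that the annotation gives to S. pombe, 166 array controls and 1 probe set with several symbols. The array carries probe sets of both yeasts, so S. pombe probe sets may remain among those without a gene name. The named probe sets cover 5449 genes, and for genes with several probe sets the one with the highest mean was taken, which for ratios is not a choice by signal. The log2 ratios were fitted with limma, which estimated a single spread per probe set over the groups. Unless stated otherwise, changes are log2 fold changes against Ctrl with their standard error (SE), from 3 LSMMG and 6 control arrays, and p-values are two-sided and adjusted over all probe sets tested by the Benjamini-Hochberg method. Mean ratios given with an SD are arithmetic means, while fold changes are ratios of geometric means, so they need not match. A gene is counted as changed at an adjusted p under 0.05 and at least 2-fold. Members of gene lists are counted as higher or lower at an adjusted p under 0.05 without a fold minimum. The number of arrays limits the precision of each value.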

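The largest rises in LSMMG were those of TMA10 (YLR327C), which encodes a small protein found with ribosomes, and SPG4 (YMR107W), a gene needed for survival in stationary phase. TMA10 had a mean ratio of 0.0835 ± 0.0735 (SD, n = 6) in Ctrl and 3.78 ± 0.295 (SD, n = 3) in SMG 5, a log2 fold change of 5.96 (SE 0.59, adjusted p = 1.3e-05). At 25 generations its change was 5.05 (SE 0.59, adjusted p = 4.4e-05). SPG4 changed by 5.74 (SE 0.87, adjusted p = 2.6e-04) at 5 generations and 5.50 (SE 0.87, adjusted p = 3.6e-04) at 25 generations, with 2 of its 6 control ratios at the lowest value that the file holds, so that the size of its rise depends on that value. RGI1, which acts in energy metabolism during respiratory growth, rose by 4.43 and 3.91 at the 2 times (adjusted p = 5.8e-06 and 1.3e-05). IGD1, an inhibitor of glycogen breakdown, rose by 4.19 and 3.35 (adjusted p = 1.5e-05 and 7.5e-05), and MPC3, a subunit of the mitochondrial pyruvate carrier, by 4.17 and 3.98 (adjusted p = 3.9e-08 and 4.7e-08). The largest fall was that of DBP2 (YNL112W), an RNA helicase of mRNA decay and rRNA processing, at -4.36 (SE 0.35, adjusted p = 3.3e-06) at 5 generations and -4.36 (SE 0.35, adjusted p = 3.2e-06) at 25 generations. AAH1, the adenine deaminase, changed by -3.49 and -3.70 (adjusted p = 3.9e-08 and 3.0e-08), INA1, a membrane protein of unknown function, by -3.48 and -3.42 (adjusted p = 3.4e-07 and 4.2e-07) and TRM11, the catalytic subunit of a tRNA methyltransferase, by -2.84 and -2.99 (adjusted p = 3.1e-05 and 2.1e-05). For each of these 9 genes, every LSMMG array lay beyond every control array at both times. The largest rises and falls were sought only among changed genes with this separation at the time concerned, so it is no added support.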

To assure that gene expression changes could not be attributed to a response to the diauxic shift [14], cells were incubated under LSMMG culture conditions or in control culture conditions for 5 or 25 generations and maintained in mid-log phase by repeated serial dilution (see Methods). We also monitored the metabolic state of the cells by measuring the relative glucose levels, that showed no dramatic decreases in the control culture samples compared to experimental cultures in stationary phase growth (mean values ΔA_540 _= Control 5 generations = 0.794 ± 0.072; Experimental 5 generations = 0.666 ± 0.056; Control 25 generations = 1.1.618 ± 0.073 ; Experimental 25 generations = 1.636 ± 0.078) confirming that samples used for hybridization were in logarithmic growth phase.

### Global microgravity response

Using the Affymetrix gene chip system, we performed expression analysis of yeast subjected to growth in low-shear modeled microgravity. 

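PUT1, the proline oxidase, rose in LSMMG by 4.30 and 2.87 at 5 and 25 generations (adjusted p = 6.9e-05 and 0.0012), ATO2, a putative ammonium transporter, by 3.97 and 2.91 (adjusted p = 5.3e-05 and 4.9e-04) and MTH1, a repressor of hexose transporter genes, by 3.88 and 2.68 (adjusted p = 4.4e-05 and 6.1e-04). RNR1, the large subunit of ribonucleotide reductase, changed by -2.84 and -3.11 (adjusted p = 9.9e-08 and 5.1e-08) and DHR2, an RNA helicase of ribosome assembly, by -2.46 and -3.06 (adjusted p = 2.2e-05 and 5.0e-06). The uncharacterized genes YGR079W and YOR338W changed by -2.84 and -3.36 (adjusted p = 3.6e-06 and 1.4e-06) and -2.81 and -2.96 (adjusted p = 7.7e-08 and 5.1e-08). In all, 1479 of 9015 probe sets (16.4%) passed limma's F-test over the groups at an adjusted p under 0.05 with at least a 2-fold difference between a pair of groups, 904 of them higher and 575 lower in LSMMG. Of these, 1401 carry a gene name, of 5498 such probe sets tested. The other 78 do not, of 3517 tested, which may include S. pombe probe sets. Against Ctrl alone, 1293 probe sets were changed at 5 generations (809 higher, 484 lower) and 1183 at 25 generations (724 higher, 459 lower). None of the 1746 S. pombe probe sets, which should read background, reached a 2-fold change at either time, and 89 passed limma's F-test without a fold minimum when they were kept in the test. Without the fold minimum, 3916 probe sets (43.4%) passed, and with a minimum of 1.5-fold 2785 passed. The excess of higher genes, 61.1% of those changed, became 49.0% under quantile normalization, which moved the median log2 fold change of all named genes from 0.13 to 0.03 at 5 and from 0.15 to 0.05 at 25 generations.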

Of 3,850 normalized and filtered genes (see Methods), 1372 (36%) were significantly altered by exposure to LSMMG (approximately 2 fold changes were included in the data set). The list of genes and fold change values are not shown but are available from NCBI Gene Expression Omnibus: GSE4136 [15]. 

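CLB6, an S-phase cyclin, had ratios of 1.53 to 3.96 on the control arrays and 0.274 to 0.469 on the LSMMG arrays, with log2 fold changes of -2.94 and -2.62 (adjusted p = 9.3e-06 and 2.0e-05) at 5 and 25 generations. Ratios of RNR1 were 1.72 to 2.49 and 0.214 to 0.301. Ratios of SPG4 on the control arrays ran from 0.01 to 0.218, all below the LSMMG arrays at 1.79 to 2.26. Average-linkage clustering on correlation over the 9015 tested probe sets placed all 12 arrays in 2 branches, 1 of control and 1 of LSMMG arrays. Correlations of log2 ratios ran from 0.580 to 0.805 within SMG 5 and from 0.770 to 0.841 within SMG 25. Among the control arrays they ran from 0.142 to 0.930, and between control and LSMMG arrays from -0.702 to -0.155. Each probe set is scaled to its own median over these 12 arrays, which by itself makes correlations between unlike groups negative. The negative values therefore do not show opposite expression profiles. These correlations are across genes, which are not independent replicates. Divided into 4 branches, the tree set the SMG 5 arrays apart from the SMG 25 arrays. Divided into 3 branches, it set control replicates 1 and 2 of 5 generations apart from the other control arrays. On these 2 arrays the genes higher in LSMMG had moved by a median share of 0.399 and 0.503 of the distance from the other controls to LSMMG, and the genes lower in LSMMG by 0.366 and 0.424. With Euclidean distance, 10 of 12 arrays fell in the branch of their own kind, as both of these joined the LSMMG arrays.

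**Figure D1:**
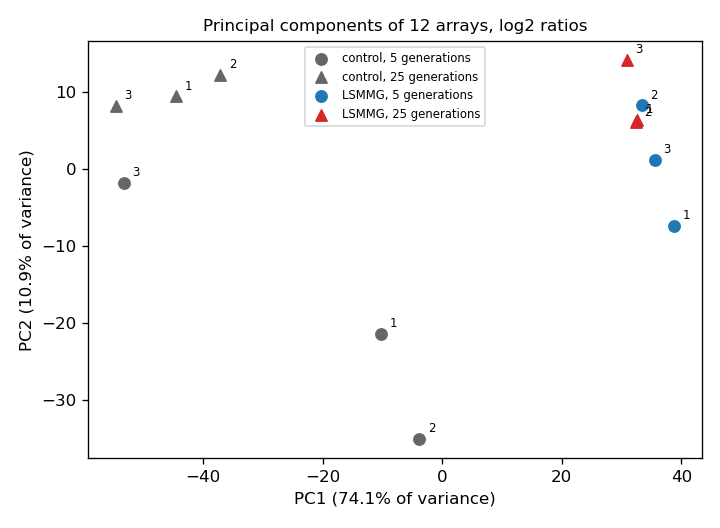
First and second principal components of the log2 ratios of the 12 arrays, with the percent of variance on each axis; colors give the groups, shapes the generations and numbers the replicates. The first component (74.1%) runs from the control arrays on the left to the LSMMG arrays on the right, and control replicates 1 and 2 of 5 generations lie nearest to the LSMMG arrays and lowest on the second component (10.9%).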

Hierarchical cluster analysis shows the overall transcriptional response of HARV-grown cells that have or have not been subjected to LSMMG (Figure 1).

Genes whose expression patterns changed during growth in LSMMG compared to controls grown in HARVs under normal gravity conditions (see Methods) were classified into major functional categories (Supplemental Information, Table 1; Figure 1) according to the Munich Information Center for Protein Sequences (MIPS) Comprehensive Yeast Genome Database (CYGD) [13,16]. Additional File 1 shows the numbers of up regulated (induced) and down regulated (repressed) genes as well as the percentage of genes in each category affected by LSMMG. 

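Genes of autophagy were higher in LSMMG, and so were part of the genes of protein folding. Of 26 genes of autophagy and vacuolar proteolysis, 22 were higher, 1 lower and 3 did not pass at 5 generations, and 22 were higher, 1 lower and 3 not passing at 25 generations (23 higher and 1 lower at 5 generations and 24 higher and 1 lower at 25 generations adjusted over the list alone). Their median log2 fold changes at the 2 times were 1.26 and 1.12 (camera with a preset correlation, adjusted p = 2.3e-04 and 1.7e-04; adjusted p = 0.49 and 0.61 with an estimated correlation). ATG3, the enzyme that joins Atg8 to lipid, rose by 2.28 and 2.01 (adjusted p = 1.0e-06 and 2.4e-06), ATG17, a scaffold of autophagosome formation, by 2.05 and 2.47 (adjusted p = 8.1e-05 and 2.1e-05) and ATG19, a receptor for vacuolar enzymes, by 1.43 and 1.51 (adjusted p = 1.1e-04 and 7.7e-05). Of 35 heat shock proteins and chaperones, 17 were higher, 4 lower and 14 did not pass at 5 generations, and 18 were higher, 2 lower and 15 not passing at 25 generations (17 higher and 4 lower at 5 generations and 21 higher and 3 lower at 25 generations adjusted over the list alone). Their medians were 0.43 and 0.52 (adjusted p = 0.034 and 0.031; adjusted p = 0.59 and 0.61 with an estimated correlation). BTN2, which sorts misfolded proteins, rose by 3.04 and 2.95 (adjusted p = 7.7e-09 and 1.1e-08) and APJ1, a co-chaperone of the Hsp40 family, by 2.26 and 1.73 (adjusted p = 3.9e-05 and 2.6e-04), while SSB1, a chaperone of the ribosome, changed by -0.44 and -0.33 (adjusted p = 2.4e-04 and 0.0018; -0.16 and -0.03 on its second probe set). Of 33 proteasome genes, 12 were higher, 5 lower and 16 did not pass at 5 generations, and 13 were higher, 2 lower and 18 not passing at 25 generations (12 higher and 5 lower at 5 generations and 15 higher and 2 lower at 25 generations adjusted over the list alone; medians 0.17 and 0.22, camera adjusted p = 0.33 and 0.065). RPN4, the transcription factor of proteasome genes, rose by 1.61 and 1.14 (adjusted p = 2.3e-07 and 1.7e-06), and RPT6, an ATPase of the base, changed by -0.55 and -0.61 (adjusted p = 6.9e-04 and 3.6e-04). The MIPS categories were not used, and these lists were fixed from general knowledge of yeast. The chaperone list did not pass at either time without control replicate 2 of 5 generations (adjusted p = 0.059 and 0.0525), at 5 generations without LSMMG replicate 2 (adjusted p = 0.057), and at 25 generations against controls of the same generation (adjusted p = 0.12).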

Numerically, the top five categories are metabolism, unclassified, transcription, protein with binding function, and protein fate. 

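HSP30 (YCR021C), a plasma membrane heat shock protein that lowers the activity of the proton pump Pma1, had ratios of 0.0321 to 0.385 on the control arrays, 2.51 to 2.75 on the SMG 5 arrays and 1.63 to 2.14 on the SMG 25 arrays. It rose by 4.31 (SE 0.74, adjusted p = 6.2e-04) at 5 generations and 3.87 (SE 0.74, adjusted p = 0.0013) at 25 generations, so that every LSMMG array lay above every control array. As ratios of geometric means these changes equal 19.8-fold and 14.6-fold. HSP30 belongs to a list of 16 genes of weak acid and membrane stress, of which 2 were higher, 7 lower and 7 did not pass at 5 generations, and 2 were higher, 8 lower and 6 not passing at 25 generations (4 higher and 7 lower at 5 generations and 2 higher and 8 lower at 25 generations adjusted over the list alone). PDR12, the exporter of weak acids, changed by -1.04 (SE 0.10, adjusted p = 1.1e-05) and PMP2, a regulator of the proton pump, by -0.95 (SE 0.14, adjusted p = 2.7e-04) at 25 generations. AQR1, a membrane transporter that confers resistance to short-chain acids, changed by -1.93 and -2.94 (adjusted p = 4.8e-06 and 4.0e-07) at the 2 times. At 5 generations the list's median was -0.08, its mean 0.08 and the direction of the test lower (camera adjusted p = 0.29). At 25 generations the median was -0.30 and the list was lower (adjusted p = 0.027; adjusted p = 0.25 with an estimated correlation). It was lower at 25 than at 5 generations (adjusted p = 0.0027; adjusted p = 0.18 with an estimated correlation).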

Notably, one of the genes most dramatically affected by LSMMG is HSP30 (fc = 13.23, up regulated) which is known to be responsive to heat, ethanol, weak acid exposure and high hydrostatic pressure [20-22].

We also determined the global response of log-phase yeast to continuous culture in LSMMG as a function of generation time. HARV-grown cells were harvested after 5 and 25 generations of growth. 

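YER053C-A, an uncharacterized gene, rose in LSMMG by 4.05 and 3.80 (adjusted p = 9.7e-06 and 1.4e-05), and YMR084W, another one, by 3.78 and 3.88 (adjusted p = 5.8e-06 and 4.9e-06) at 5 and 25 generations. MRD1, a factor of pre-rRNA processing, changed by -2.86 and -2.86 (adjusted p = 6.3e-07 and 8.3e-07), and YLR287C, an uncharacterized gene, by -1.27 and -1.24 (adjusted p = 3.1e-04 and 3.9e-04). Of 1293 probe sets changed at 5 generations, 1291 had a change of the same sign at 25 generations, and all 1183 changed at 25 generations had the same sign at 5 generations. Both comparisons with Ctrl called 974 probe sets with the same sign, 605 higher and 369 lower. Against controls of the same generation, which share no array between the times, 469 were called higher and 336 lower at both times, where independent sets of those sizes would share 65.1 and 24.5. Over 5449 named genes, the fold changes at 5 and 25 generations correlated at 0.942. Both use the same control arrays, which alone made simulated unchanged groups correlate at 0.333 on average over 100 simulations. The simulations drew each gene independently, while the control arrays vary over many genes together, so sharing alone could give a higher value. They also gave control and LSMMG arrays the same spread, so that 0.333 follows from the group sizes. For genes such as EGT2 the control arrays varied more than the LSMMG arrays, which raises the value that sharing gives. With the controls of 5 generations used for SMG 5 and those of 25 generations for SMG 25, which share no array, r was 0.883, and with the controls exchanged it was 0.800. These correlations are across genes, which are not independent.

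**Figure D2:**
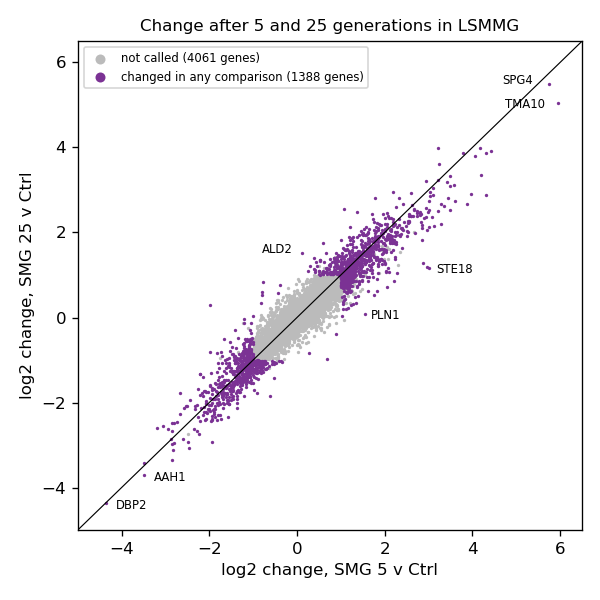
Log2 fold change of each named gene against Ctrl after 5 generations (horizontal) and after 25 generations (vertical) in LSMMG; purple points are genes changed in any comparison, grey points the others, and the line marks equal change. TMA10 and SPG4 lie highest and DBP2 and AAH1 lowest at both times, while PLN1, STE18 and ALD2 lie off the line.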

Although the numbers and types of genes in specific functional categories varied somewhat, short- and long-term cultures were remarkably similar with respect to which genes were up- or down-regulated [See Additional File 2]. The set of genes whose expression-level was significantly altered at 5 generations, relative to the control, was, for the most part, the same set whose expression was significantly altered at 25 generations (278 genes were significant at 5 generations. Of these, 161 genes were up regulated and 117 genes were down-regulated. 

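Genes at least 2-fold from Ctrl at 5 but not at 25 generations included PLN1, a protein of lipid droplets, SUC2, the invertase, and COP1, a subunit of the coat of Golgi vesicles. PLN1 rose by 1.54 (SE 0.11, adjusted p = 1.4e-06) at 5 generations and had 0.08 (SE 0.11, adjusted p = 0.60) at 25 generations, a difference between the times of -1.46 (adjusted p = 7.1e-04). SUC2 rose by 1.24 (SE 0.13, adjusted p = 1.5e-05) at 5 generations and had 0.29 (SE 0.13, adjusted p = 0.092) at 25 generations, a difference of -0.95 (adjusted p = 0.015). COP1 changed by -1.21 (SE 0.20, adjusted p = 4.2e-04) at 5 generations and -0.04 (SE 0.20, adjusted p = 0.91) at 25 generations, a difference of 1.17 (adjusted p = 0.033). Of the 1479 probe sets that passed the F-test, 274 were at least 2-fold from Ctrl at 5 generations only, 163 higher and 111 lower. For 217 of them the difference from Ctrl at 25 generations also had an adjusted p under 0.05, at less than 2-fold. The comparison of SMG 25 with SMG 5 passed at an adjusted p under 0.05 for 23 of the 274, so for the others a difference between the times was not shown. COP1's difference between the times did not pass with the methods' test (adjusted p = 0.067) or without any single LSMMG array.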

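ALD2, a cytosolic aldehyde dehydrogenase, ZPS1, a cell surface protein induced by zinc lack and alkaline medium, and PDR12, the weak acid exporter, were at least 2-fold from Ctrl at 25 but not at 5 generations. ALD2 had 0.12 (SE 0.27, adjusted p = 0.76) at 5 generations and rose by 1.51 (SE 0.27, adjusted p = 7.5e-04) at 25 generations, a difference of 1.39 (adjusted p = 0.0473). ZPS1 rose by 0.53 (SE 0.12, adjusted p = 0.0032) and 1.36 (SE 0.12, adjusted p = 5.0e-06), a difference of 0.83 (adjusted p = 0.018). PDR12 fell further from 5 to 25 generations, with a difference of -0.69 (adjusted p = 0.020) between the times, after -0.35 (SE 0.10, adjusted p = 0.015) at 5 generations. Of the probe sets that passed the F-test, 195 were at least 2-fold from Ctrl at 25 generations only, 107 of them higher and 88 lower. At 5 generations 167 of these had an adjusted p under 0.05 against Ctrl, and 13 passed the comparison of SMG 25 with SMG 5. Against the control arrays of the same generation alone, 688 probe sets were at least 2-fold at 25 generations only, and 328 were under quantile normalization. ALD2's difference between the times did not pass with the methods' test (adjusted p = 0.10), without any single LSMMG array or without both control arrays of high rRNA signal, an alternative chosen after the data were seen, and PDR12 at 5 generations did not pass without LSMMG replicate 2 (adjusted p = 0.074).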

197 genes were significant at 25 generations. Of these, 106 were up-regulated and 91 were down-regulated. 

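STE18, a subunit of the G protein of the mating pathway, was lower at 25 than at 5 generations in LSMMG, with a log2 difference of -1.84 (SE 0.32, adjusted p = 0.021), after rises over Ctrl of 3.01 and 1.17 (adjusted p = 7.3e-06 and 0.0045). ZNF1, a transcription factor of respiratory metabolism, differed by -1.78 (SE 0.36, adjusted p = 0.039), and the uncharacterized YKR075C by -1.58 (SE 0.31, adjusted p = 0.033). Higher at 25 generations were IMD2, an IMP dehydrogenase of GTP synthesis, by 1.63 (SE 0.35, adjusted p = 0.044) and ADH7, an alcohol dehydrogenase, by 1.49 (SE 0.32, adjusted p = 0.043). PRP43, an RNA helicase of splicing and ribosome assembly, was higher by 1.15 (SE 0.15, adjusted p = 0.0095). In all, 22 probe sets changed between SMG 5 and SMG 25, 13 higher and 9 lower at 25 generations, and 153 passed without the fold minimum. The spread in this test takes in the control arrays, so a difference between the times can be missed where the controls vary widely. DSE1, at 0.241 to 0.291 in SMG 5 and 0.344 to 0.447 in SMG 25, did not pass (adjusted p = 0.42). At least 2-fold from Ctrl at both times were 1001 of the probe sets that passed the F-test, 630 higher and 371 lower, and none of them changed in opposite directions. Among the lists, amino acid synthesis was higher at 25 than at 5 generations and the respiratory chain lower (camera adjusted p = 1.6e-06 and 1.4e-04; adjusted p = 0.38 and 0.92 with an estimated correlation). With the methods' test, 3 probe sets changed between the times, none of STE18, ZNF1, YKR075C, IMD2 and ADH7 among them, and 95 did under quantile normalization. Leaving out LSMMG replicates 1, 2 and 3 in turn gave 6, 3 and 3 at 5 generations and 8, 6 and 6 at 25 generations, and PRP43 passed in each of these.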

897 genes did not differ between 5 and 25 generations. Of these, 513 were up-regulated and 384 were down-regulated); Previous microarray analyses of yeast growing in LSMMG also showed expression changes, although the total number of genes involved was much less than we observed [1,2]. In a related study, Johanson et al. [2] identified 140 differentially expressed genes in which a significant number of genes are involved in catalytic activity. Few are the same as genes identified in our experiment. Differences in strain genotypes, experimental growth conditions, and mode of microarray analysis make comparing the two studies problematic.

Function unknown (FUN) genes ranked as the most numerically abundant category of genes whose expression significantly changed under simulated microgravity. 

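Of 21 genes of the glyoxylate cycle, gluconeogenesis and acetate use, 17 were higher, 0 lower and 4 did not pass at 5 generations, and 10 were higher, 0 lower and 11 not passing at 25 generations (17 higher and 0 lower at 5 generations and 11 higher and 0 lower at 25 generations adjusted over the list alone; 0 and 0 lower at an unadjusted p under 0.05). The medians were 1.24 and 0.91 (camera adjusted p = 3.4e-04 and 0.0081; adjusted p = 0.52 and 0.61 with an estimated correlation). The list was lower at 25 than at 5 generations (adjusted p = 0.042; adjusted p = 0.96 with an estimated correlation). CAT2, the carnitine acetyltransferase, rose by 2.19 and 2.32 (adjusted p = 2.2e-04 and 1.5e-04) and ACS1, an acetyl-CoA synthetase, by 1.48 and 0.89 (adjusted p = 1.3e-04 and 0.0041). Of 17 TCA cycle genes, 12 were higher, 0 lower and 5 did not pass at 5 generations, and 11 were higher, 0 lower and 6 not passing at 25 generations (12 higher and 0 lower at 5 generations and 13 higher and 0 lower at 25 generations adjusted over the list alone; 1 and 0 lower at an unadjusted p under 0.05). Their medians were 0.69 and 0.71 (adjusted p = 0.020 and 0.0090; adjusted p = 0.59 and 0.61 with an estimated correlation), with MDH1, the mitochondrial malate dehydrogenase, at 1.83 and 1.42 (adjusted p = 6.6e-07 and 3.2e-06). Of 37 genes of the respiratory chain and ATP synthase, 26 were higher, 0 lower and 11 did not pass at 5 generations, and 9 were higher, 2 lower and 26 not passing at 25 generations (29 higher and 0 lower at 5 generations and 7 higher and 2 lower at 25 generations adjusted over the list alone; 0 and 2 lower at an unadjusted p under 0.05). The median was 0.66 at 5 generations (adjusted p = 7.4e-04; adjusted p = 0.59 with an estimated correlation) and 0.40 at 25 generations (adjusted p = 0.15). ATP15, the epsilon subunit of the ATP synthase, rose by 0.85 and 0.65 (adjusted p = 2.5e-04 and 0.0017). Of 15 genes of fatty acid beta-oxidation, 9 were higher, 1 lower and 5 did not pass at 5 generations, and 8 were higher, 1 lower and 6 not passing at 25 generations (9 higher and 1 lower at 5 generations and 9 higher and 1 lower at 25 generations adjusted over the list alone). Their medians were 0.73 and 0.79 (adjusted p = 0.074 and 0.0502), and POT1, the thiolase, rose by 1.78 and 1.91 (adjusted p = 2.9e-04 and 1.8e-04).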

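HXK1, the hexokinase expressed when glucose is low, rose by 1.46 and 1.16 (adjusted p = 3.7e-04 and 0.0018). Of 19 genes of glycolysis and fermentation, 3 were higher, 0 lower and 16 did not pass at 5 generations, and 2 were higher, 0 lower and 17 not passing at 25 generations (2 higher and 0 lower at 5 generations and 1 higher and 0 lower at 25 generations adjusted over the list alone; 0 and 0 lower at an unadjusted p under 0.05). The medians were 0.12 and 0.14 (camera adjusted p = 0.36 and 0.27). Of 60 genes of amino acid synthesis, 8 were higher, 38 lower and 14 did not pass at 5 generations, and 13 were higher, 29 lower and 18 not passing at 25 generations (9 higher and 40 lower at 5 generations and 14 higher and 30 lower at 25 generations adjusted over the list alone). The medians were -0.52 and -0.29 (adjusted p = 2.7e-06 and 0.0061; adjusted p = 0.34 and 0.61 with an estimated correlation). HIS1, the enzyme of the opening step of histidine synthesis, changed by -2.34 and -2.15 (adjusted p = 3.9e-07 and 8.3e-07), ARG1, the argininosuccinate synthetase, by -2.04 and -1.75 (adjusted p = 7.9e-07 and 2.2e-06) and LEU9, an isopropylmalate synthase of leucine synthesis, by -2.85 and -2.49 (adjusted p = 3.7e-06 and 8.8e-06). Of 20 genes of purine synthesis, 0 were higher, 15 lower and 5 did not pass at 5 generations, and 2 were higher, 17 lower and 1 not passing at 25 generations (0 higher and 18 lower at 5 generations and 2 higher and 17 lower at 25 generations adjusted over the list alone; 0 and 2 higher at an unadjusted p under 0.05). Their medians were -0.86 and -0.77 (adjusted p = 6.2e-08 and 1.3e-05; adjusted p = 0.15 and 0.27 with an estimated correlation). ADE4, which catalyzes the committed step, changed by -1.75 and -1.62 (adjusted p = 6.6e-07 and 1.2e-06), ADE17, of the last steps to IMP, by -2.09 and -1.73 (adjusted p = 1.2e-06 and 4.3e-06) and MTD1, a folate enzyme, by -1.94 and -1.65 (adjusted p = 4.3e-07 and 1.4e-06). Of 24 genes of ergosterol synthesis, 3 were higher, 10 lower and 11 did not pass at 5 generations, and 4 were higher, 7 lower and 13 not passing at 25 generations (3 higher and 10 lower at 5 generations and 4 higher and 7 lower at 25 generations adjusted over the list alone). The medians were -0.13 and 0.11 and the means -0.31 and -0.06, with the direction of the test lower at both times (adjusted p = 0.060 and 0.64). ERG2, a sterol isomerase, changed by -1.08 and -0.82 (adjusted p = 8.7e-04 and 0.0052). Purine and ergosterol synthesis were higher at 25 than at 5 generations (adjusted p = 0.0014; adjusted p = 0.42 with an estimated correlation, and adjusted p = 0.0021; adjusted p = 0.24 with an estimated correlation). On control replicate 3 of 5 generations HXK1 was lower than on the other control arrays, at 0.311, and on control replicate 3 of 25 generations ADE4 was higher, at 2.07.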

Aside from FUN genes, genes in the "metabolic" functional category comprise the next most abundant class of genes significantly altered by microgravity. This response may be due to the unique, altered fluid dynamics of the microenvironment surrounding cells during growth in LSMMG [8,9]. The HARV bioreactor minimizes mechanical stresses on cell aggregates in culture by producing a laminar flow of culture medium with subsequent low shear and turbulence in an optimized suspension culture. However, both low shear and turbulence are affected by the terminal velocity of the yeast cells in the medium and the diffusion of nutrients into the cells, processes that are influenced by cell size, the availability of the nutrients, the speed of rotation of the HARVs, buoyancy, and the viscosity of the culture medium [7-9]. It seems likely that the microgravity fluid dynamics in our experiment caused the large metabolic response we observed in the microgravity array dataset compared to controls.

### LSMMG compared to other environmental stress responses

Cells continually face environmental challenges, and therefore have evolved both general, and stress specific pathways to meet these challenges. Microarray analyses have done much to illuminate these pathways. [21,23-26]. One such study by Gasch et al.; 2000, defined a set of ~ 900 genes from *S. cerevisiae*, that always responded to any stress. They defined this response as the "environmental stress response" (ESR). Reasoning that microgravity might represent an environmental stress, we compared data in our experiment to the dataset of Gasch et al (Figure 2). This comparison revealed that 26% of the genes that responded to LSMMG could be defined as known ESR genes. 

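Genes that yeast induces under many stresses were higher in LSMMG. Of 70 well-known members of the induced part of the ESR, 59 were higher, 0 lower and 11 did not pass at 5 generations, and 53 were higher, 0 lower and 17 not passing at 25 generations (62 higher and 0 lower at 5 generations and 61 higher and 0 lower at 25 generations adjusted over the list alone; 0 and 0 lower at an unadjusted p under 0.05). At least 2-fold higher were 41 and 39 of them. Their medians were 1.18 and 1.12 (camera adjusted p = 3.8e-08 and 1.8e-07; adjusted p = 0.52 and 0.61 with an estimated correlation). USV1, a transcription factor of growth on nonfermentable carbon, rose by 2.51 and 1.92 (adjusted p = 5.2e-06 and 3.0e-05), RIM11, a protein kinase that acts in entry to meiosis, by 1.34 and 1.32 (adjusted p = 1.1e-05 and 1.2e-05) and PIG2, a putative targeting subunit for the phosphatase Glc7, by 1.82 and 1.88 (adjusted p = 1.6e-05 and 1.2e-05). Of 22 genes of trehalose and glycogen, 15 were higher, 1 lower and 6 did not pass at 5 generations, and 15 were higher, 1 lower and 6 not passing at 25 generations (16 higher and 2 lower at 5 generations and 16 higher and 2 lower at 25 generations adjusted over the list alone). The medians were 0.99 and 0.81 (adjusted p = 0.012 and 0.015; adjusted p = 0.59 and 0.61 with an estimated correlation), with GLG1, which primes glycogen synthesis, at 2.14 and 1.79 (adjusted p = 1.0e-04 and 3.7e-04) and PGM2, the main phosphoglucomutase, at 1.30 and 1.28 (adjusted p = 0.0013 and 0.0015). Of 19 markers of stationary phase, 17 were higher, 1 lower and 1 did not pass at 5 generations, and 14 were higher, 1 lower and 4 not passing at 25 generations (17 higher and 1 lower at 5 generations and 16 higher and 1 lower at 25 generations adjusted over the list alone). Their medians were 1.78 and 1.81 (adjusted p = 0.0016 and 0.0029; adjusted p = 0.52 and 0.61 with an estimated correlation), and SIP18, a protein of drying tolerance, rose by 3.59 and 3.12 (adjusted p = 2.6e-04 and 6.8e-04). Of 37 genes of oxidative stress defence, 25 were higher, 2 lower and 10 did not pass at 5 generations, and 24 were higher, 2 lower and 11 not passing at 25 generations (25 higher and 2 lower at 5 generations and 25 higher and 3 lower at 25 generations adjusted over the list alone). The medians were 0.50 and 0.44 (adjusted p = 0.0068 and 0.0063; adjusted p = 0.40 and 0.61 with an estimated correlation), and SRX1, the sulfiredoxin, rose by 2.96 and 2.05 (adjusted p = 4.7e-05 and 6.3e-04). On control replicates 1 and 2 of 5 generations the 47 ESR genes that differed at least 2-fold between LSMMG and the other control arrays had moved by a median share of 0.462 and 0.342 of the way to LSMMG, and 16 markers of stationary phase chosen in the same way by 0.499 and 0.482. The ESR list is a part of the published set, written from general knowledge, and is not the set used in the paper. Against the control arrays of the same generation, the list of trehalose and glycogen did not pass at 25 generations (adjusted p = 0.080).

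**Figure D3:**
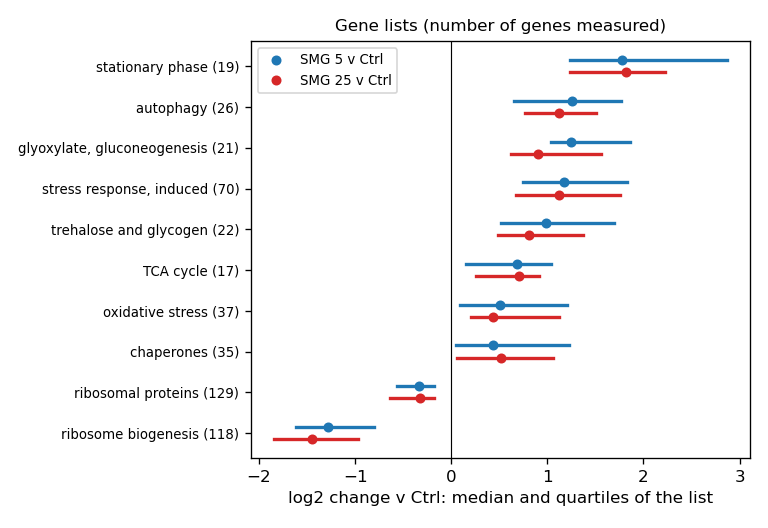
Median (point) and quartiles (bar) of the log2 fold changes against Ctrl of the members of 10 gene lists, for SMG 5 and SMG 25, with the number of genes measured beside each name. Stationary phase markers lie farthest above 0 and ribosome biogenesis factors farthest below 0 at both times.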

The remaining 74% may represent a unique response to microgravity. We functionally categorized these genes using MIPS (Figure 3).

Notably, the concept that cells respond to the effects of microgravity with a generalized stress response is supported by studies by Lynch et al. [27] who demonstrated that simulated microgravity increases a generalized stress resistance to hyperosmosis and low pH in *E. coli *cells and imparts superresistance to the cells. In addition, work conducted using *Salmonella*, showed that cells became more robust in microgravity and more potent as pathogens [28]. Indeed, Wilson et al. [5] identified a stress specific subset of genes in a study conducted in HARVs using *Salmonella enterica *and proposed that several genes in their analysis, might identify a LSMMG 'regulon'. LSMMG clearly alters expression of yeast genes with diverse function although we could not draw any inferences about whether these genes comprise a yeast-specific 'regulon'. However, when our dataset was analyzed for common regulatory motifs (GeneSpring) the only consensus sequence identified was the STRE (stress responsive element) which was present in the majority of genes that were up-regulated (72%) but not in the genes that were down-regulated in response to microgravity. While many of the genes upregulated in response to microgravity present in our study are common to those identified by Gasch et. al., there is a group that contains the STRE that is not included in the ESR, suggesting that theses genes may be responding to the unique to the pressures of LSMMG.

### Budding and polarity response

The mechanisms that control polarized cell divisions are just beginning to be understood at the genome-wide level. How cells determine which way is "up" is certain to influence patterns of cell growth and division [17,18]. Understanding how yeast cells establish polarity may contribute to our understanding of how similar processes occur in higher eukaryotes. Normal yeast cells do not assemble buds at random on the cell surface. Rather cells respond to cortical cues and obey a program that promotes polarized growth by establishing bud sites in a stereotypical fashion. Our laboratory has studied the phenotypic response of cells to simulated microgravity, and observed striking changes in the establishment of cell polarity, bipolar budding pattern, and cell separation [13]. These phenotypic changes are likely driven by specific changes in the expression of proteins involved in polarity-dependent pathways. Previous work in our laboratory demonstrated that cells exposed to LSMMG showed random bud patterns [13]. Therefore, we compared the 1372 genes significantly affected by LSMMG to genes in the MIPS "budding and cell polarization" classification category (Figure 4). 20% of the LSMMG genes matched genes identified by MIPS (Panel A). Equal numbers of genes are up-regulated (Panel B) and down-regulated (Panel C). Table 1 shows up and down fold changes for thirty-one genes with a biological description matching 'budding and cell polarity'.

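Most genes of Table 1 that changed were lower in LSMMG. GAS1, a glucan-remodeling enzyme of the cell wall, changed by -0.84 and -1.01 (adjusted p = 8.3e-06 and 2.6e-06), RSR1, the GTPase of bud site selection, by -1.32 and -0.99 (adjusted p = 5.8e-06 and 4.1e-05) and BUD4, a landmark of axial budding, by -1.41 and -1.08 (adjusted p = 3.3e-05 and 2.2e-04). ERV15, a protein of ER vesicles, rose by 0.87 and 0.87 (adjusted p = 6.8e-05 and 6.8e-05) and TWF1, an actin-binding protein, by 0.57 and 0.67 (adjusted p = 0.0031 and 0.0011). Of the 47 genes of Table 1, 5 were higher, 27 lower and 15 did not pass at 5 generations, and 4 were higher, 29 lower and 14 not passing at 25 generations (6 higher and 32 lower at 5 generations and 5 higher and 29 lower at 25 generations adjusted over the list alone). The median changes were -0.48 and -0.49. The block of Table 1 from the Ni and Snyder screen was chosen by fold change on these arrays, so the counts and medians are not independent evidence of direction. HKR1, a mucin-like osmosensor, changed by -0.55 and -0.72 (adjusted p = 4.5e-04 and 6.8e-05) and AXL2, a membrane landmark of axial budding, by -0.49 and -0.51 (adjusted p = 0.011 and 0.0092). AXL1, STE20 and THP1 did not pass at either time, with 0.33 and 0.35, -0.01 and -0.07 and 0.15 and 0.22. The falls of BUD6 and BUD9 at 5 generations, -0.48 (SE 0.14, adjusted p = 0.019) and -0.63 (SE 0.23, adjusted p = 0.0479), did not pass against the control arrays of the same generation (adjusted p = 0.11 and 0.25).

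**Figure D4:**
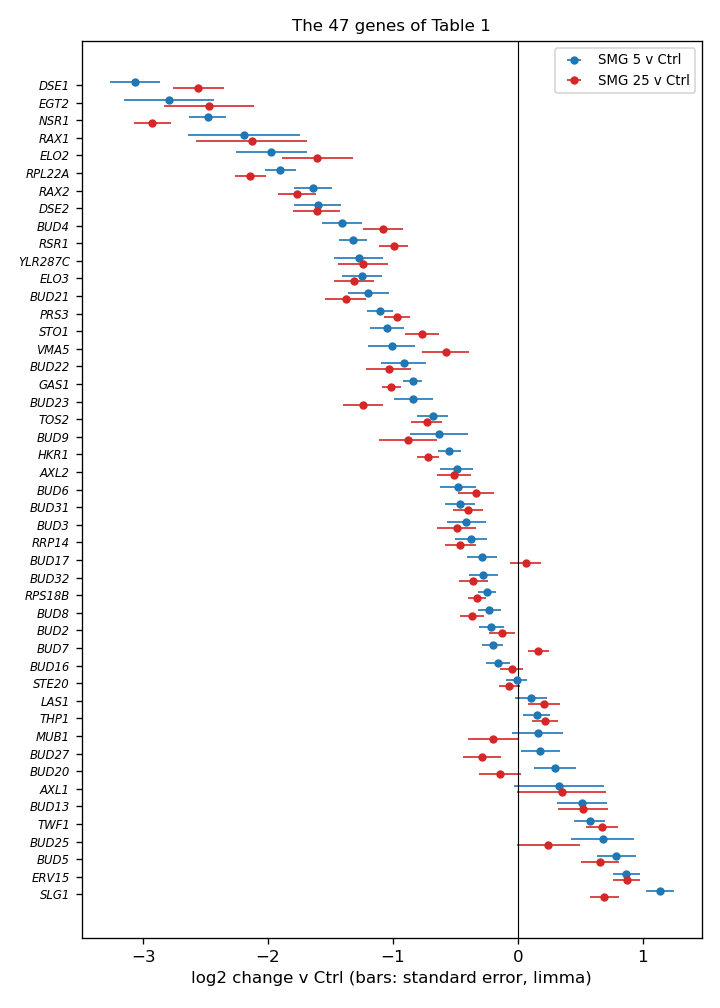
Log2 fold change against Ctrl with its standard error for the 47 genes of Table 1 at 5 and 25 generations, ordered by the change at 5 generations. DSE1 has the largest fall at 5 generations and SLG1 the largest rise.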

Ni and Snyder performed an experiment in which they screened 4168 members of the homozygous diploid yeast deletion collection for nonessential genes involved in bipolar bud site selection [19]. They identified 127 genes which when deleted altered wild-type budding patterns. Of these, 104 were represented in our study. 2/3 of these were significant in our study, with 14 genes having a fold change of at least 2 (Table 1). 

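The genes of Table 1 with the largest changes were nearly all lower. They included VMA5, a subunit of the vacuolar proton pump, at -1.01 and -0.58 (adjusted p = 0.0011 and 0.029) and PRS3, an enzyme of nucleotide synthesis, at -1.10 and -0.97 (adjusted p = 1.0e-05 and 2.5e-05). STO1, a subunit of the nuclear cap-binding complex, changed by -1.05 and -0.77 (adjusted p = 8.1e-05 and 7.2e-04) and ELO3 (SUR4 in the paper), a fatty acid elongase, by -1.25 and -1.31 (adjusted p = 8.1e-05 and 5.7e-05). BUD22 and BUD23, both of ribosome assembly, changed by -0.91 and -1.04 (adjusted p = 0.0017 and 7.6e-04) and -0.84 and -1.24 (adjusted p = 0.0011 and 7.7e-05). At 5 generations 16 genes of the table were at least 2-fold lower and 1 was at least 2-fold higher, SLG1, a sensor of the cell wall. At 25 generations 15 were at least 2-fold lower and 0 were higher. Limma's F-test over the groups passed at an adjusted p under 0.05 for 35 of the 47 genes, 20 of them with at least a 2-fold change. The set of Ni and Snyder was not used here. VMA5 at 25 generations did not pass with the methods' test (adjusted p = 0.062) or without most single arrays.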

In our earlier study we determined that several of these genes were affected by growth in LSMMG [13]. Specifically, four are involved in bud pattern selection (BUD5, RAX1, RAX2, and BUD25) and three are involved in mother-daughter cell separation [DSE1, DSE2, and EGT2). These are shown in Table 1. In the present study, the genes showed the same trends in up- and down-regulation. 

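BUD5, the exchange factor that activates Rsr1, was higher in LSMMG by 0.79 (SE 0.15, adjusted p = 0.0014) at 5 generations and 0.66 (SE 0.15, adjusted p = 0.0048) at 25 generations. RAX1 (YOR301W) and RAX2 (YLR084C), membrane proteins that mark division sites for bipolar budding, were lower. RAX1 changed by -2.19 (SE 0.45, adjusted p = 0.0020) at 5 generations and -2.13 (SE 0.45, adjusted p = 0.0024) at 25 generations, and RAX2 by -1.64 (SE 0.15, adjusted p = 8.5e-06) at 5 generations and -1.77 (SE 0.15, adjusted p = 5.0e-06) at 25 generations. BUD25 (YER014C-A) rose by 0.68 (SE 0.25, adjusted p = 0.0495) at 5 generations and had 0.24 (SE 0.25, adjusted p = 0.49) at 25 generations. DSE1 (YER124C), a daughter-cell protein of the cell separation programme, changed by -3.06 (SE 0.20, adjusted p = 9.2e-07) at 5 generations and -2.56 (SE 0.20, adjusted p = 3.0e-06) at 25 generations, and DSE2, a daughter-cell glucanase, by -1.60 and -1.61 (adjusted p = 4.5e-05 and 4.4e-05). Of 20 genes of daughter-specific expression and cell separation, 2 were higher, 14 lower and 4 did not pass at 5 generations, and 2 were higher, 13 lower and 5 not passing at 25 generations (2 higher and 14 lower at 5 generations and 2 higher and 13 lower at 25 generations adjusted over the list alone). The medians were -0.84 and -1.02 (camera adjusted p = 2.1e-04 and 1.9e-04; adjusted p = 0.15 and 0.18 with an estimated correlation). SCW11, a glucanase of the same programme, changed by -2.28 and -2.67 (adjusted p = 8.1e-06 and 2.9e-06), DSE4, another one, by -2.85 and -2.67 (adjusted p = 7.9e-06 and 1.2e-05) and AMN1, which keeps daughter cells from early mitotic exit, by -1.12 and -1.08 (adjusted p = 2.3e-06 and 2.9e-06). BUD25 did not pass at 5 generations with the methods' test (adjusted p = 0.27), under quantile normalization, against controls of the same generation or without most single arrays.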

Taken together, the data support our hypothesis that genes that effect polarity underlie microgravity-induced changes in cells.

Furthermore, in our previous study, in addition to polarity determination, we also observed a random budding phenotype in response to LSMMG [13]. Data derived from our microarray analyses support this observation. For example LSSMG grown cells showed diminished NSR1 expression (fc = 5.6). 

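NSR1 (YGR159C), a nucleolar protein required for pre-rRNA processing, had a mean ratio of 1.94 ± 0.191 (SD, n = 6) in Ctrl, 0.345 ± 0.0202 (SD, n = 3) in SMG 5 and 0.260 ± 0.0654 (SD, n = 3) in SMG 25. Its log2 fold change was -2.48 (SE 0.15, adjusted p = 4.3e-07) at 5 generations and -2.93 (SE 0.15, adjusted p = 2.2e-07) at 25 generations, which is 5.59-fold and 7.60-fold lower, and every LSMMG array lay below every control array. Of 118 ribosome biogenesis and rRNA processing factors, 0 were higher, 110 lower and 8 did not pass at 5 generations, and 0 were higher, 110 lower and 8 not passing at 25 generations (1 higher and 113 lower at 5 generations and 0 higher and 112 lower at 25 generations adjusted over the list alone; 1 and 0 higher at an unadjusted p under 0.05). At least 2-fold lower were 80 and 85 of them. The medians were -1.29 and -1.45 (camera adjusted p = 4.7e-28 and 2.2e-33; adjusted p = 0.34 and 0.27 with an estimated correlation). UTP4, of the complex that processes the small-subunit rRNA, changed by -2.07 at 5 generations and was 4.01-fold lower at 25 generations (adjusted p = 4.3e-07 and 7.8e-07), and RCL1, an endonuclease of the same process, changed by -1.37 and -1.84 (adjusted p = 3.8e-06 and 8.1e-07). The list was lower at 25 than at 5 generations (adjusted p = 1.4e-04; adjusted p = 0.96 with an estimated correlation). Of its members, 1 was higher, 0 lower and 117 did not pass between the times. Control replicates 1 and 2 of 5 generations had moved by a median share of 0.109 and 0.0615 of the way to LSMMG for the 80 of these genes that were at least 2-fold lower in LSMMG than on the other control arrays.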

The homozygous diploid NSR1 deletion strain exhibits a strong random budding phenotype [29]. NSR1 gene products affect rRNA processing and may function in bud site selection through ribosome biogenesis or translation. 

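RPL22A (YLR061W), a protein of the large ribosomal subunit, changed in LSMMG by -1.90 (SE 0.12, adjusted p = 9.2e-07) at 5 generations and -2.14 (SE 0.12, adjusted p = 5.8e-07) at 25 generations, or 3.73-fold and 4.41-fold lower. ELO2 (YCR034W, FEN1 in the paper), a fatty acid elongase of sphingolipid synthesis, changed by -1.97 (SE 0.28, adjusted p = 1.8e-04) at 5 generations and -1.60 (SE 0.28, adjusted p = 7.7e-04) at 25 generations, and BUD21 (YOR078W), a component of the complex that processes small-subunit rRNA, by -1.20 (SE 0.16, adjusted p = 1.4e-04) at 5 generations and -1.38 (SE 0.16, adjusted p = 5.0e-05) at 25 generations. RPS18B (YML026C), a protein of the small ribosomal subunit, has 2 probe sets that differ in size of change. The probe set with the higher mean changed by -0.25 (SE 0.07, adjusted p = 0.018) at 5 generations and -0.33 (SE 0.07, adjusted p = 0.0038) at 25 generations. The second probe set changed by -1.35 (SE 0.11, adjusted p = 3.1e-06) and -1.64 (SE 0.11, adjusted p = 1.1e-06). Of 129 cytosolic ribosomal protein genes, 0 were higher, 82 lower and 47 did not pass at 5 generations, and 0 were higher, 83 lower and 46 not passing at 25 generations (1 higher and 89 lower at 5 generations and 0 higher and 89 lower at 25 generations adjusted over the list alone; 1 and 0 higher at an unadjusted p under 0.05). Their medians were -0.33 and -0.33 (camera adjusted p = 3.1e-12 and 1.0e-14; adjusted p = 0.49 and 0.61 with an estimated correlation), and 13 and 17 of them were at least 2-fold lower. RPS9A changed by -1.96 and -2.44 (adjusted p = 3.1e-06 and 1.0e-06) and RPS16B by -1.09 and -1.35 (adjusted p = 1.8e-05 and 4.0e-06). Control replicates 1 and 2 of 5 generations had moved by a median share of 0.444 and 0.337 of the way to LSMMG for the 18 ribosomal protein genes that differed at least 2-fold between LSMMG and the other control arrays. The probe set of RPS18B with the higher mean did not pass at 5 generations without any single LSMMG array of that time or against controls of the same generation (adjusted p = 0.095).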

We also observed strong down regulation of the ribosomal protein genes, RPL22A (fc = 3.8), and RPS18B (fc = 2.6), the lipid metabolism gene FEN1 (fc = 4.1), and BUD21 (fc = 2.6). Interestingly, when BUD21, a gene that encodes a protein of unknown function, is deleted cells exhibit a random budding phenotype [29].

Finally, genes that exhibit bud-specific localization are affected by LSMMG. 

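Of 21 mRNAs reported to localize to the bud, 6 were higher, 11 lower and 4 did not pass at 5 generations, and 5 were higher, 12 lower and 4 not passing at 25 generations (7 higher and 11 lower at 5 generations and 6 higher and 12 lower at 25 generations adjusted over the list alone). Those lower at both times included EGT2, ASH1, TPO1 and WSC2. The medians were -0.38 and -0.50 (camera adjusted p = 0.14 and 0.056). The list was fixed from general knowledge and need not match the set that the paper counted.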

Notably, 11 of the 24 (46%) bud-localized transcripts were significantly altered. These include EGT2 (fc = 7.7, down-regulated), ASH1 (fc = 1.75, down-regulated), TPO1 (fc = 2.1 down-regulated), and WSC2 (fc = 2.0 down-regulated). 

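EGT2 (YNL327W), a cell wall glycoprotein of cell separation, had a mean ratio of 3.47 ± 1.51 (SD, n = 6) in Ctrl and 0.452 ± 0.0311 (SD, n = 3) in SMG 5. EGT2 changed by -2.79 (SE 0.36, adjusted p = 8.8e-05) at 5 generations and -2.47 (SE 0.36, adjusted p = 2.1e-04) at 25 generations. As ratios of geometric means this is 6.93-fold and 5.56-fold lower. ASH1 (YKL185W), a repressor of mating-type switching that acts in daughter cells, changed by -0.80 (SE 0.11, adjusted p = 1.1e-04) at 5 generations and -1.23 (SE 0.11, adjusted p = 5.3e-06) at 25 generations. TPO1 (YLL028W), a polyamine transporter of the plasma membrane, changed by -1.07 (SE 0.12, adjusted p = 2.6e-05) at 5 generations and -0.98 (SE 0.12, adjusted p = 4.9e-05) at 25 generations. WSC2 (YNL283C), a sensor of the cell wall, changed by -0.97 (SE 0.17, adjusted p = 6.0e-04) at 5 generations and -1.21 (SE 0.17, adjusted p = 1.3e-04) at 25 generations. For each of the 4 genes, every LSMMG array lay below every control array. The comparison of SMG 25 with SMG 5 did not pass for any of them (adjusted p = 0.88, 0.12, 0.90 and 0.74). For EGT2 this test takes in the wider spread of the control arrays. Its ratios did not overlap, at 0.423 to 0.485 in SMG 5 and 0.510 to 0.666 in SMG 25, which chance can also give with so few arrays.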

The functions of some of the genes may hint at mechanistic pathways that are LSMMG sensitive, including WSC2 that encodes a heat shock sensor which transduces signals via a MPK1 pathway [31], EGT2, a gene involved in cell separation [32], and ASH1, a daughter cell-specific transcription factor [30].

### Cell wall integrity and potential sensing mechanisms

Yeast cells must maintain cell wall integrity when challenged by rapid and extreme changes in the extracellular environment induced by prolonged exposure to heat, osmotic stress, and/or oxidative stress [31, 36]. In addition, during polarized cell growth, such as budding, cells must maintain cell shape and prevent rupture during the formation of a bud and subsequent cell division. The highly regulated cell wall integrity (CWI) MAPK signaling pathway is primarily responsible for responding to external cell wall stress and for coordinating changes to the cell wall [35]. Notably, in our study, SDP1 (YIL113w) was up-regulated (fold change of 6.71 at 5 generations and 8.12 at 25 generations. 

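The ratio of SDP1 (YIL113W) was 0.110 to 0.427 on the control arrays, 1.57 to 1.85 on the SMG 5 arrays and 1.99 to 2.27 on the SMG 25 arrays. SDP1 rose by 2.93 (SE 0.39, adjusted p = 1.0e-04) at 5 generations and 3.21 (SE 0.39, adjusted p = 5.4e-05) at 25 generations. As ratios of geometric means this is 7.63-fold and 9.24-fold. Every LSMMG array lay above every control array at both times. The comparison of SMG 25 with SMG 5 gave 0.28 (SE 0.45, adjusted p = 0.92). That SE takes in the spread of the control arrays, while the ratios of the 2 times did not overlap, which chance gives in 1 of 10 splits of 6 arrays into 3 and 3. Control replicates 1 and 2 of 5 generations had the highest control ratios of SDP1, at 0.427 and 0.417.

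**Figure D5:**
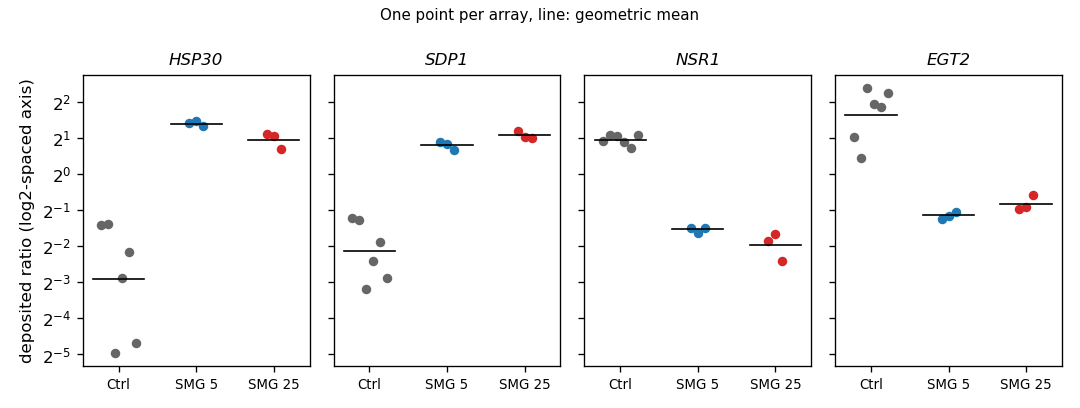
Deposited ratio of HSP30, SDP1, NSR1 and EGT2 on each array of Ctrl, SMG 5 and SMG 25, on a log2-spaced axis, with the geometric mean of each group as a line. HSP30 and SDP1 are higher and NSR1 and EGT2 lower on all LSMMG arrays than on any control array.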

Sdp1 is a stress inducible dual-specificity MAP kinase phosphatase that negatively regulates the MAP kinase cell integrity pathway [33, 34, 35]. An increase in SDP1 in yeast cells under stress from LSMMG, detected in our microarray experiment, and subsequent down regulation of the MAP kinase cascade, could lead changes in cell shape and polarity. In addition, we found an increase in expression of PTP2 (fc = 2.5, up regulated), a protein tyrosine phosphatase, that also down-regulates the MAP kinase pathway [36]. 

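PTP2 (YOR208W) had a mean ratio of 0.524 ± 0.261 (SD, n = 6) in Ctrl, 1.33 ± 0.0843 (SD, n = 3) in SMG 5 and 1.15 ± 0.0700 (SD, n = 3) in SMG 25. It rose by 1.48 (SE 0.33, adjusted p = 0.0032) at 5 generations and 1.28 (SE 0.33, adjusted p = 0.0079) at 25 generations. As ratios of geometric means this is 2.79-fold and 2.42-fold. The change between SMG 5 and SMG 25 was -0.20 (SE 0.38, adjusted p = 0.93), with an SE that takes in the wider spread of the control arrays.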

Considered together with the changes in phenotype for cells exposed to simulated microgravity, our results suggest that LSMMG influences multiple signaling pathways. The changes in phenotype, together with the microarray results, implicate the cell wall integrity MAP kinase pathway as a possible mechanism for sensing the low shear microgravity environment.

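Genes of the CWI pathway moved both ways in LSMMG. Among the sensors, SLG1 (YOR008C) rose by 1.13 (SE 0.11, adjusted p = 1.4e-05) at 5 generations and 0.69 (SE 0.11, adjusted p = 4.6e-04) at 25 generations, while WSC4 (YHL028W) fell by 2.22 and 1.33 on the log2 scale (adjusted p = 2.4e-06 and 7.6e-05). PKH1, a kinase upstream of the pathway, rose by 0.98 and 0.72 (adjusted p = 2.4e-05 and 2.3e-04), and LRG1, a GTPase-activating protein for Rho1, changed by -0.83 and -1.19 (adjusted p = 1.3e-04 and 1.0e-05). Of 32 genes of CWI sensors, kinases, phosphatases and transcription factors, 16 were higher, 5 lower and 11 did not pass at 5 generations, and 13 were higher, 6 lower and 13 not passing at 25 generations (17 higher and 5 lower at 5 generations and 15 higher and 6 lower at 25 generations adjusted over the list alone). The medians were 0.32 and 0.22 (camera adjusted p = 0.20 and 0.62). Chosen after their values were seen, SLT2, the MAP kinase itself, rose by 1.22 and 0.83 (adjusted p = 2.8e-04 and 0.0037) and MKK1, a kinase that activates it, by 0.63 and 0.55 (adjusted p = 0.0011 and 0.0028). RLM1, the transcription factor downstream of the kinase, also chosen in this way, rose by 1.18 (SE 0.26, adjusted p = 0.0036) at 5 generations and had 0.70 (SE 0.26, adjusted p = 0.056) at 25 generations. Of 20 cell wall genes induced through the MAP kinase and Rlm1, 8 were higher, 6 lower and 6 did not pass at 5 generations, and 6 were higher, 8 lower and 6 not passing at 25 generations (8 higher and 7 lower at 5 generations and 6 higher and 8 lower at 25 generations adjusted over the list alone). The medians were 0.26 and -0.09, with the direction of the test lower at both times (adjusted p = 0.86 and 0.27). Of 46 genes of cell wall proteins and of glucan, chitin and mannan synthesis, 14 were higher, 15 lower and 17 did not pass at 5 generations, and 10 were higher, 14 lower and 22 not passing at 25 generations (18 higher and 17 lower at 5 generations and 10 higher and 14 lower at 25 generations adjusted over the list alone). Their medians were 0.14 and 0.01, their means -0.04 and -0.04 and the direction of the test lower (adjusted p = 0.36 and 0.30). UTR2, a chitin transglycosylase, changed by -1.83 and -0.84 (adjusted p = 6.1e-07 and 1.1e-04), FKS1, a glucan synthase, by -0.92 and -0.74 (adjusted p = 5.8e-05 and 2.8e-04) and EXG1, a glucanase, by -0.99 and -0.79 (adjusted p = 2.9e-06 and 1.2e-05). CIS3, a structural protein of the wall, changed by -0.51 and -0.34 (adjusted p = 8.0e-05 and 0.0014) and CHS3, the main chitin synthase, by -0.42 and -0.48 (adjusted p = 9.5e-04 and 3.6e-04). Both CWI lists were lower at 25 than at 5 generations (adjusted p = 0.0497 and 0.0497; adjusted p = 0.57 and 0.42 with an estimated correlation). On control replicate 2 of 5 generations WSC4 was lower than on the other control arrays, at 1.17. The paper reasons that SDP1 encodes a phosphatase that negatively regulates the MAP kinase of the pathway, that its rise and a lower activity of the cascade could change cell shape and polarity, and that PTP2 also down-regulates the pathway. From these results, together with the changes in phenotype in LSMMG, the paper proposes the CWI MAP kinase pathway as a possible mechanism for sensing low shear.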

## Conclusion

The microarray data presented herein provide insights to the genomic response of yeast to microgravity. Ultimately, yeast microarray analysis could help to determine how spaceflight might alter gene expression in humans. Our data shows that a large fraction of the yeast genome responds early to simulated microgravity and that the changes persist for 25 generations. 

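MPC3, of the mitochondrial pyruvate carrier, had a difference between the times of -0.19 (SE 0.18, adjusted p = 0.81), and AAH1, the adenine deaminase, of -0.21 (SE 0.16, adjusted p = 0.71). STP4, a putative transcription factor, differed between the times by -1.23 (adjusted p = 0.015), with 1.75 and 0.52 (adjusted p = 6.6e-06 and 0.019) against Ctrl at 5 and 25 generations, and PFK27, which makes the activator of glycolysis at its phosphofructokinase step, by -1.13 (adjusted p = 7.1e-04), with 0.28 and -0.85 (adjusted p = 0.023 and 2.0e-05). Of 5449 named genes, 89.4% had changes of the same sign at both times, against 60.7% in simulated groups that differ from Ctrl by chance and share its arrays. The simulations drew each gene independently, while the control arrays vary over many genes together, so shared controls alone could give more agreement. They also gave control and LSMMG arrays the same spread, while for genes such as EGT2 the control arrays varied more, which raises the agreement too. The covariance of the changes at the 2 times was 0.744, against 0.0161 in these simulations, and 0.713 with no array shared. The change at 25 generations regressed on that at 5 generations with a slope of 0.900. Where the control arrays of 25 generations were compared with those of 5 generations, 6 probe sets changed, and 12 passed without the fold minimum. Without control replicate 3 of 5 generations 678 changed, and without control replicate 2 of 5 generations 0, and with the replicate number as a block 0.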

We identified genes that are involved in cell signaling pathways that may enable cells to detect and respond to the LSMMG. Previously, we reported that microgravity affects cell polarity and bud formation [13]. 

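BNR1, a formin that nucleates actin cables, changed in LSMMG by -1.24 and -0.83 (adjusted p = 5.8e-06 and 9.5e-05) at 5 and 25 generations, GIC1, an effector of Cdc42, by -1.01 and -1.08 (adjusted p = 9.0e-06 and 5.5e-06) and RHO3, a GTPase of polarized growth, by -0.84 and -0.95 (adjusted p = 2.3e-05 and 9.6e-06). Of 43 genes of septins, polarisome, Cdc42 module and exocyst, 9 were higher, 15 lower and 19 did not pass at 5 generations, and 13 were higher, 11 lower and 19 not passing at 25 generations (9 higher and 15 lower at 5 generations and 13 higher and 13 lower at 25 generations adjusted over the list alone). The medians were -0.18 and -0.07 (camera adjusted p = 0.10 and 0.43). The list was higher at 25 than at 5 generations (adjusted p = 0.0497; adjusted p = 0.42 with an estimated correlation). BNR1 was lowest on control replicate 1 of 5 generations among the control arrays, at 1.15 against 1.47 to 1.68 on the others.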

The transcriptome profiling of cells exposed to LSMMG shows coordinated regulation of genes that control polarity establishment. Future studies will be geared toward identifying the molecular signatures that drive the LSMMG, as a first step towards unraveling what are likely to be a complex but important mechanisms allowing life to exist in extreme environments such as space.

## Methods

### Yeast strains and growth conditions

*Saccharomyces cerevisiae *diploid strain BY4743 (MAT A/á 4741/4742) obtained from Invitrogen (Carlsbad, CA) was grown overnight at 30°C with shaking at 250 rpm in rich medium (YPD broth, Sigma, St Louis) to OD_600 _= 1.5–2.0. Aliquots of the cultures were used to inoculate fresh 60 ml YPD broths to an initial OD_600 _= ~.075 and the cells were loaded into HARVs. The HARV cultures initially were allowed to recover for approximately 4 hours and OD_600 _readings were monitored until the cultures entered the logarithmic growth phase. Growth in low-shear modeled microgravity (LSMMG) was achieved by culturing cells at 30°C in the vertical position in HARV bioreactors rotating at 30 rpm. Control cultures were set up identically to the LSMMG HARVs, with one exception. The control HARVs were placed in the horizontal position in the bioreactors [3, 7, 37].

In order to prevent cells from entering stationary phase, throughout the experiment, we performed batch dilutions by monitoring optical density and diluted cultures (1:10,000) at approximately every five generations (10 hours). We performed the batch dilutions at 5, 10, 15, and 20 doublings as follows. Cultures were removed from the HARVs while in mid-log phase, OD_600 _readings were recorded, and aliquots of the cultures were used to inoculate fresh YPD broths that were loaded in the HARVs. The remaining cultures were pelleted by centrifugation at 5000 X g for 5 min at room temperature. Aliquots of the supernatants were frozen at -20°C for later analysis of glucose concentration. The cell pellets were flash frozen in dry ice/ethanol and stored at -80°C until further processing.

### Sample collection, cell lysis, glucose measurement, and RNA isolation

Media glucose concentration was determined using the GO Assay Kit (Sigma, St Louis, MO) following instructions provided by the manufacturer. Each sample was run in duplicate.

Total RNA was extracted using the QIAGEN^®^RNeasy^®^Midi Kit (QIAGEN, Inc., Valencia, CA) according to the manufacturer's instructions with the following modification to the cell lysis step. We added 0.1 mm diameter sterile zirconia/silica beads (BioSpec Products, Inc., Bartlettsville, OK) to the yeast cells in buffer RLT, then bead beat in the Savant Fast Prep bead beater (Savant Instruments, Inc., Farmingdale, NY) at speed 6.5 for 45 seconds. Samples were immediately cooled on ice.

Samples for microarray analysis were further purified and concentrated using the QIAGEN^®^RNeasy^®^MinElute Cleanup Kit (QIAGEN, Inc., Valencia, CA). RNA quality was evaluated by 1.2% formaldehyde/agarose gel electrophoresis according to the QIAGEN protocol in Appendix H of the RNeasy^®^Mini Handbook. RNA concentrations and purity were determined by measuring absorbances at 260 nm and 280 nm on an Ultrospec GeneQuant (GE Healthcare) spectrophotometer.

### Microarray hybridization

Yeast RNA was hybridized to Affymetrix GeneChipYeast Genome 2.0 Arrays (Affymetrix, Santa Clara, CA) as described in the users' manual (Affymetrix GeneChip Expression Analysis Technical Manual, 2004), using the GeneChip Expression 3' Amplification One-Cycle Target Labeling and Control Reagents kit. Briefly, total RNA was reverse transcribed to cDNA using a T7-oligo (dT) primer. Following second-strand cDNA synthesis, the double-stranded cDNA was purified as a template for the subsequent in vitro transcription (IVT) reaction. Linearly amplified biotin-labeled complementary RNA (cRNA) was synthesized in the presence of a biotinylated nucleotide analog/ribonucleic acid mix. The labeled cRNA was purified, fragmented, and hybridized to the arrays at 45°C for 16 hours with constant rotational mixing at 60 rpm. Washing and staining of the arrays was performed using the Affymetrix GeneChip Fluidics Station 450. Arrays were scanned using an Affymetrix GeneChip Scanner 3000 and GCOS software.

### Data analysis

The data set was analyzed using GeneSpring software version 7.2 (Silicon Genetics, Palo Alto, CA). The Affymetrix CEL files were RMA normalized; genes were filtered for threshold signal intensities of at least 50 in 1 of three replicate conditions. Statistically significant differentially expressed genes were identified through ANOVA using the Welch t-test with a Benjamini & Hockberg test correction that predicts a false discovery rate of about 5% of the genes identified. The resulting list was further narrowed by comparing replicate sets to identify genes with fold change differences in expression of at least 2.0. For access to complete data sets, see NCBI Gene Expression Omnibus: GSE4136 [15]. Cells for three replicates of 'target' RNA extractions were collected at time points that correspond to 5 and 25 generations of growth from experimental and control HARVs in order to determine whether the yeast response to the stress was transient or long-term. Target RNA was hybridized to GeneChip Yeast Genome 2.0 Arrays (Affymetrix, Santa Clara, CA). Comparative clustering analysis showed that one of the control arrays did not cluster with the replicate control arrays (data not shown). The array had low background expression resulting in an aberrant expression pattern compared to all the other arrays. Therefore, the data from the aberrant array was deleted from subsequent statistical analyses. The remaining control arrays were combined into one group, which served as the control group (Ctrl) for further analysis. The three combined replicates each for 5 and 25 generations of growth in LSMMG were designated SMG 5 and SMG 25 respectively.

### Comparison of data with other *S. cerevisiae *stress data

We compared our data set with a list of 830 *S. cerevisiae *Environmental Stress Response Genes (ESR), obtained from the web site of Gasch et al. (2000) [38], using GeneSpring software and standard correlation.

## Authors' contributions

KBS designed and carried out the study, coordinated and participated in the data analysis, and wrote the manuscript. KM carried out all the Affymetrix fluidics station protocols and performed statistical analyses. P-GB participated in the design of the study, helped to interpret the results, and contributed to the manuscript. SDA participated in data interpretation and contributed to writing the manuscript. LEH conceived of the study, participated in the experimental design and analysis, contributed to the writing of the manuscript and provided guidance with the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Microgravity Response to Generation Time. List of functional categories and subcategories activated by exposure to low-shear modeled microgravity based on MIPS classification. The proportions of up-regulated and down-regulated genes are listed. The top five subcategories are shown in bold type. Click here for file

Additional file 2 Microgravity Response to Generation Time. The global functional classification of the 1372 genes affected by growth in LSMMG. The graph shows the distributions of the Early (Short-term) Response genes, each of which is subdivided into the up- and down- regulated genes and the Late (Long-term) Response genes, subdivided into the up- and down- regulated genes. The classification is based on the MIPS database available on the web.
Click here for file

## Figures and Tables

**Figure 1:**
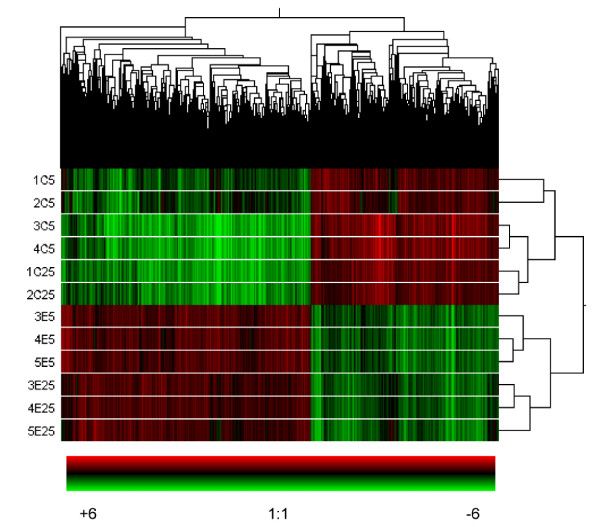
**Gene expression response to low-shear modeled microgravity**. Two-dimensional hierarchical cluster heat map analysis of the microarray transcriptional profile of gene response to low-shear modeled microgravity (LSMMG) in *S. cerevisiae *wild-type diploid cells (BY4743) grown in HARVs (experimental group) for 5 generations (3E5, 4E5, 5E5) or 25 generations (3E25, 4E25, 5E25) versus the control group grown in HARVs for 5 generations (1C5, 2C5, 3C5, 4C5) or 25 generations (1C25, 2C25). The analysis was performed on 1372 statistically significant genes (from the filtered list of 3850 genes) with a fold change of at least 2 in one of three comparisons as described in *Methods*. Levels of expression are indicated on a color scale where red represents the up-regulated genes and green, the down-regulated genes. Similarities or differences in the experimental versus control gene expression patterns are represented in the horizontal dendrogram. The vertical dendrogram shows similarities in expression patterns between cultures exposed to LSMMG versus control cultures.

**Figure 2:**
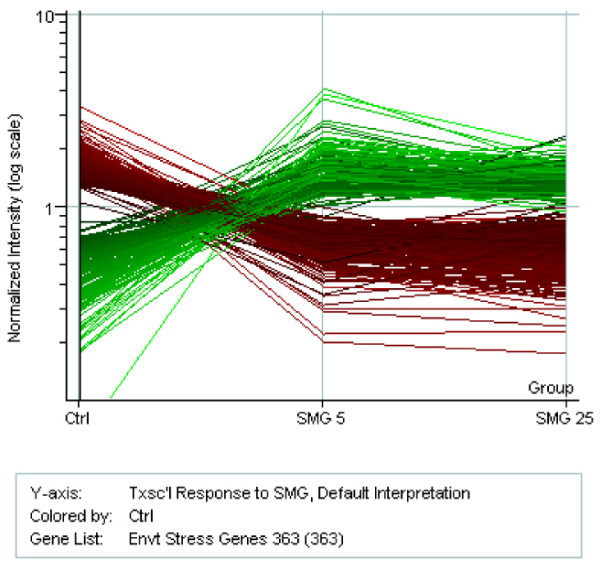
A comparison of the low-shear modeled microgravity response (SMG) with a previously identified list of 868 *S. cerevisiae *Environmental Stress Response (ESR) genes with a fold change >2 identified by Gasch et al. (2002). 363 genes from our dataset change > 2-fold under all conditions.

**Figure 3:**
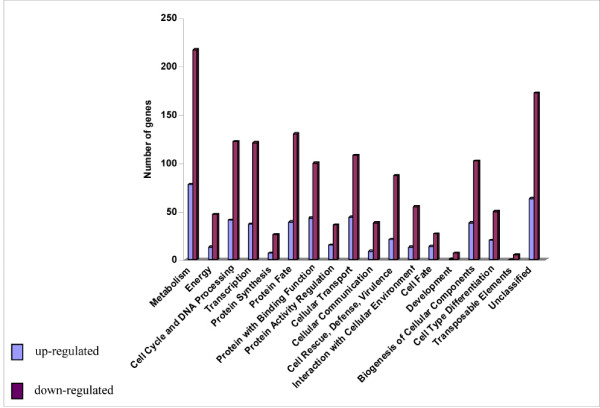
IPS functional classification of the list of 1006 significant genes that respond to LSMMG that are not general environmental stress response genes as identified by Gasch et al., 2000. Black bars represent genes that are up-regulated, gray bars represent the down-regulated genes.

**Figure 4:**
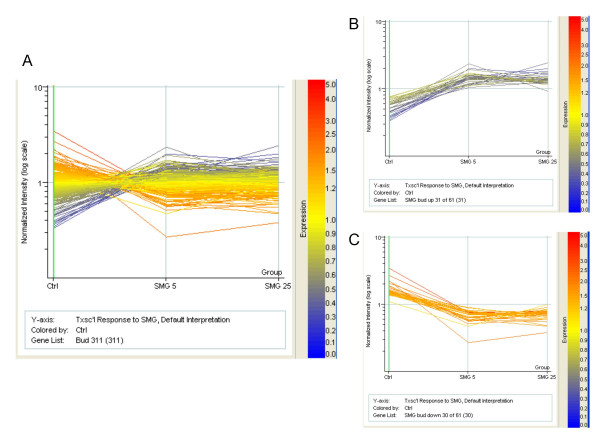
**A. **A comparison of the low-shear modeled microgravity response (SMG) with 311 MIPS functional category (43.01.03.05) genes involved in budding and cell polarity functions. **B. **The 31genes from the list of 311 that are up-regulated greater than 2-fold compared to controls. **C. **The 30 genes from the list of 311 that are down-regulated greater than 2-fold compared to controls. Expression levels are indicated on the color scale bars.

**Table 1:** Direction and fold change of genes that establish cell polarity and bipolar budding in yeast cultured under simulated microgravity.

**Gene**	**Genbank ID**	**Fold Change 5 generations v. ctrl**	**Fold Change 25 generations v. ctrl**	**Description**
**Genes in the Purevdorj-Gage study [13]**				

RAX1	YCR301W	5.3 ↓	5.1 ↓	bipolar budding
RAX2	YLR084C	3.2 ↓	3.4 ↓	bipolar budding
DSE1	YER124C	8.6 ↓	6.0 ↓	cell separation
DSE2	YHR143W	3.1 ↓	3.1 ↓	cell separation
BUD5	YCR038C	1.7 ↑	1.6 ↑	polarity
BUD25	YER014C-A	1.6 ↑	1.7 ↑	bud site selection
EGT2	YNL327W	7.7 ↓	6.1 ↓	cell separation

**Bipolar budding pattern genes identified in Ni and Snyder study [19]**				

SLG1	YOR008C	2.2 ↑	1.6 ↑	cell wall integrity, stress response
VMA5	YKL080W	2.1 ↓	1.5 ↓	transport
PRS3	YHL011C	2.2 ↓	2.0 ↓	regulation of cell size
BUD21	YOR078W	2.3 ↓	2.6 ↓	processing
SUR4	YLR372W	2.4 ↓	2.5 ↓	lipid metabolism
RSR1	YGR152C	2.5 ↓	2.0 ↓	bud site selection, cell polarity
RSP18B	YML026C	2.6 ↓	3.1 ↓	ribosomal protein
RPL22A	YLR061W	3.8 ↓	4.4 ↓	ribosomal protein
FEN1	YCR034W	4.1 ↓	3.2 ↓	lipid metabolism
NSR1	YGR159C	5.6 ↓	7.5 ↓	nuclear protein
GAS1	YMR307W	1.8 ↓	2.0 ↓	cell wall
BUD22	YMR014W	1.9 ↓	2.0 ↓	bud site selection
BUD23	YCR047C	1.8 ↓	2.4 ↓	bud site selection
STO1	YLR287C	2.1 ↓	1.7 ↓	protein biosynthesis
---	YLR287C	2.5 ↓	2.4 ↓	hypothetical ORF

**MIPS functional category: budding and cell polarity**				

ERV15	YBR210W	1.8 ↑	1.8 ↑	Axial bud site selection
BUD5	YCR038C	1.7 ↑	1.6 ↑	bud site selection
TWF1	YGR080W	1.5 ↑	1.6 ↑	bipolar bud site selection
BUD13	YGL174W	1.4↑	1.4 ↑	bud site selection
BUD20	YLR074C	1.2 ↑	1.1 ↑	bud site selection
MUB1	YMR100W	1.1 ↑	1.2 ↑	regulation of cell budding
BUD27	YFL023W	1.1 ↑	1.2 ↑	bud site selection
AXL1	YPR122W	1.1 ↑	1.1 ↑	bud site selection
THP1	YOL072W	1.1 ↑	1.2 ↑	bud site selection
LAS1	YKR063C	1.1 ↑	1.2 ↑	budding cell bud growth
STE20	YHL007C	1.0 ↓	1.0 ↓	bud site selection
BUD16	YEL029C	1.1 ↓	1.0 ↓	bud site selection
BUD7	YOR299W	1.2 ↓	1.1 ↑	bud site selection
BUD2	YKL092C	1.2 ↓	1.1 ↓	bud site selection
BUD8	YLR353W	1.2 ↓	1.3 ↓	bud site selection
BUD32	YGR262C	1.2 ↓	1.3 ↓	bud site selection
BUD17	YNR027W	1.2 ↓	1.0 ↓	bud site selection
RRP14	YKL082C	1.3 ↑	1.4 ↓	cell polarity
BUD3	YCL014W	1.3 ↓	1.4 ↓	bud site selection
BUD31	YCR063W	1.4 ↓	1.3 ↓	bud site selection
BUD6	YLR319C	1.4 ↓	1.4 ↓	bud site selection
AXL2	YIL140W	1.4 ↓	1.4 ↓	bud site selection
HKR1	YDR420W	1.5 ↓	1.7 ↓	bud site selection
BUD9	YGR041W	1.6 ↓	1.9 ↓	bud site selection
TOS2	YGR221C	1.6 ↓	1.7 ↓	budding cell bud growth
BUD23	YCR047C	1.8 ↓	2.4 ↓	bud site selection
BUD22	YMR014W	1.9 ↓	2.0 ↓	bud site selection
RSR1	YGR152C	2.5 ↓	2.0 ↓	bud site selection
BUD4	YJR092W	2.7 ↓	2.0 ↓	bud site selection
RAX2	YLR084C	3.2 ↓	3.2 ↓	bud site selection
RAX1	YOR301W	5.3 ↓	5.1 ↓	bud site selection

# Supplementary material for: Yeast genomic expression patterns in response to low-shear modeled microgravity
**Source:** BMC Genomics. 2007 Jan 3;8:3. doi: 10.1186/1471-2164-8-3
**Supplement:** Additional file 1 — Microgravity Response to Generation Time. List of functional categories and subcategories activated by exposure to low-shear modeled microgravity based on MIPS classification. The proportions of up-regulated and down-regulated genes are listed. The top five subcategories are shown in bold type.

**Supplemental Table 1.**

|  |  |  |  |  | **Up- regualted genes** |  |  | **Down- regulated genes** |  | **Totals** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  | **No. and**  **( %)** |  |  | **No. and (%)** |  |  |
|  |  | |  |  |  |  |  |  |  |  |
|  | Metabolism | |  |  |  |  |  |  |  |  |
| **Metabolism** | |  |  |  | **166 (24.7%)** |  |  | **210 (30.1%)** |  | **376** |
| Energy |  |  |  |  | 69  (10.2%) |  |  | 20  (2.87%) |  | 89 |
|  |  |  |  |  |  |  |  |  |  |  |
|  | Information Pathways | | |  |  |  |  |  |  |  |
| Cell Cycle & DNA processing | | |  |  | 68  (10.1%) |  |  | 127 (18.2%) |  | 195 |
| **Transcription** | |  |  |  | **85**  **(12.6%)** |  |  | **181**  **(26%)** |  | **266** |
| Protein Synthesis | |  |  |  | 9  (1.34%) |  |  | 95  (13.6%) |  | 104 |
| **Protein Fate** | |  |  |  | **125 (18.6%)** |  |  | **93**  **(13.3%)** |  | **218** |
| **Protein with Binding Function** | | | |  | **69**  **(10.2%)** |  |  | **161 (23.1%)** |  | **230** |
| Protein with Activity Regulation | | |  |  | 31  (4.61%) |  |  | 31  (4.46%) |  | 62 |
|  |  |  |  |  |  |  |  |  |  |  |
|  | Transport | |  |  |  |  |  |  |  |  |
| Cellular Transport | |  |  |  | 87  (12.9%) |  |  | 102 (14.6%) |  | 189 |
|  |  |  |  |  |  |  |  |  |  |  |
|  | Perception and Response to Stimuli | | | |  |  |  |  |  |  |
| Cell Communication/Signal Transduction | | | |  | 35  (5.21%) |  |  | 24  (3.44%) |  | 59 |
| Cell Rescue, Defense and Virulence | | | |  | 84  (12.5%) |  |  | 57  (8.18%) |  | 141 |
| Interaction with Cellular Environment | | | |  | 40  (5.96%) |  |  | 43  (6.17%) |  | 83 |
|  |  |  |  |  |  |  |  |  |  |  |
|  | Developmental Processes | | |  |  |  |  |  |  |  |
| Transposable Elements | | |  |  | 3  (0.44%) |  |  | 2  (0.28%) |  | 5 |
| Cell Fate |  |  |  |  | 21  (3.12%) |  |  | 32  (4.59%) |  | 53 |
| Development | |  |  |  | 6  (0.89%) |  |  | 6  (0.86%) |  | 12 |
| Biogenesis of Cellular Components | | | |  | 80  (11.9%) |  |  | 91  (13%) |  | 171 |
|  |  |  |  |  |  |  |  |  |  |  |
|  | Localization | |  |  |  |  |  |  |  |  |
| Cell Type Differentiation | | |  |  | 44  (6.55%) |  |  | 45  (6.46%) |  | 89 |
|  |  |  |  |  |  |  |  |  |  |  |
|  | Experimentally Uncharacterized | | |  |  |  |  |  |  |  |
| **Unclassified** | |  |  |  | **211 (31.4%)** |  |  | **93**  **(13.3%)** | | **304** |

How the deposited data were processed for this re-analysis (not part of the article)

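RNA of yeast strain BY4743 grown in HARVs was measured on 12 Affymetrix Yeast Genome 2.0 arrays: 6 of control cultures (Ctrl), 3 after 5 generations in LSMMG (SMG 5) and 3 after 25 generations in LSMMG (SMG 25). According to the sample titles, 3 control arrays are of 5 and 3 of 25 generations. The titles were used where the generation of a control array mattered. The paper's text describes 3 replicate extractions of target RNA at each time from each kind of HARV, and serial dilution in which an aliquot of a culture was carried on and the rest harvested. The legend of Figure 1 gives the LSMMG arrays the same numbers at both times and does not say what a number stands for. The text does not say which arrays share a culture or whether replicates had separate overnight cultures.

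The deposited values are ratios. The authors normalized the CEL files by RMA and analyzed them in GeneSpring. The values show that each array was then divided by its median over all probe sets, since every array has a median of 1, and that each probe set was divided by a level of its own, since the medians of probe sets run from 0.9935 to 1.0105. The settings of that scaling are not stated in the paper's text. The ratios run from 0.01 to 205.8. The original intensities are not in the file, so the authors' minimum of 50, other intensity filters and an offset on the linear scale could not be applied. The comparisons had been planned for expression values in place of ratios.

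Ratios were taken to log2 with no added constant. Probe sets that the annotation gives to S. pombe, array controls and 1 probe set with several gene symbols were left out. This kept 9015 of 10928, among them probe sets without a gene name, whose species the annotation does not give. A model with the groups Ctrl, SMG 5 and SMG 25 was fitted to each probe set with limma 3.58.1 in R 4.3.3, with moderated tests of SMG 5 against Ctrl, SMG 25 against Ctrl and SMG 25 against SMG 5, and an F-test over the groups. Control arrays of 25 and 5 generations were compared, and an interaction of LSMMG with generation was tested, in a model with the control arrays divided by generation. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05, and a fold change of at least 2 was required for a gene to be counted as changed. The any-comparison count takes the F-test together with a fold change of at least 2 in any of the 3 comparisons. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

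The gene lists (39 in all) were written from general knowledge before the data were examined, as were the comparisons, the alternatives and the rule for naming genes, apart from those said to be chosen later. They cover stress, metabolism, ribosomes, cell wall, polarity, cell cycle, mating and meiosis, nutrient regulons, mitochondria and strain markers, and the genes of Table 1, of which the study chose the block from the Ni and Snyder screen by fold change on these arrays. Each list was tested against all other named genes with limma's camera at a preset correlation between genes of 0.01, adjusted over the lists. As alternatives the correlation was estimated from each list, or the list was tested with fry. The rule named every gene for which the paper's text or Table 1 gives a value or direction, the 10 largest rises and falls at each time among changed genes with every LSMMG array beyond every control array, the 5 largest each way in the other comparisons, up to 4 members of each list with the largest moderated statistics (the member with the highest mean where none passed), and the strain markers. Values of Table 1 had been seen. SLT2, MKK1 and RLM1 were named outside this rule, after their values were seen. For 47 genes with several probe sets, the one with the highest mean was used. Both uses of the highest mean had been planned for expression values, and with ratios they do not choose by signal.

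The replicate numbers were checked for pairing: after the group means were removed, 7 of 18 pairs of arrays with the same number in different conditions correlated above 0.1, and 4 of 12 arrays correlated best with an array of their own number. The control arrays of the same number at 5 and 25 generations correlated at 0.184, 0.357 and 0.577, and those of different numbers at up to 0.473, so that a shared culture is not excluded for them. The numbers were used to pair arrays only as an alternative. The steps were tested on simulated data with 50 changed probe sets of each size among 9015: 28 passed the test at 1.5-fold, 45 at 2-fold, 50 at 4-fold and 49 at 8-fold, with 4 false calls and 0 of the wrong sign. With the 2-fold minimum added, 1, 19, 50 and 49 passed, with 2 false calls.

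Alternatives tried were the methods' test on the log2 ratios, no fold minimum or 1.5-fold, centring on the median of the tested probe sets, quantile normalization over the S. cerevisiae probe sets, a trended and robust prior, array weights, keeping the S. pombe probe sets, controls of the same generation, the replicate number as a block, Euclidean distance, complete linkage or changed genes alone for clustering, and leaving out each array in turn. Added after the data were seen were named probe sets only, leaving out both control arrays of high rRNA signal or both control arrays nearest to LSMMG, the ratio of arithmetic means, and the second probe set of RPS18B. Arrays give no count of molecules, so the number of arrays limits the precision. Promoter motifs, the MIPS categories and the glucose readings that the paper's text gives were not analysed here.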

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

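The tests on the 2 control arrays nearest to LSMMG and on the rRNA probe sets, and leaving out both control arrays of high rRNA signal, were chosen after the result was seen.

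A single control array stood apart from the other 5 for 6 named genes and 1 quality measure, where the gap to the nearest array, as a share of the whole range, exceeded the 95% critical value of Dixon's test. INH1 was lowest on control replicate 3 of 5 generations, at 0.742 against 0.917 to 1.04 on the others, a gap of 0.6254 of the range. HXK1 was lowest on control replicate 3 of 5 generations, at 0.311 against 0.598 to 0.761 on the others, a gap of 0.731 of the range. WSC4 was lowest on control replicate 2 of 5 generations, at 1.17 against 1.57 to 1.81 on the others, a gap of 0.680 of the range. BNR1 was lowest on control replicate 1 of 5 generations, at 1.15 against 1.47 to 1.68 on the others, a gap of 0.656 of the range. FMP45 was highest on control replicate 1 of 5 generations, at 0.828 against 0.208 to 0.274 on the others, a gap of 0.801 of the range. ADE4 was highest on control replicate 3 of 25 generations, at 2.07 against 1.45 to 1.64 on the others, a gap of 0.661 of the range. The 5' against 3' signal of spiked control transcripts was lowest on control replicate 2 of 5 generations, at -1.40 log2 units against -0.09 to 0.24 on the others, a gap of 0.797 of the range. Chance alone gives about 1 such array in 20 groups, or 11.9 of the 238 groups examined, where 7 were found.

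The effect of LSMMG differed between 5 and 25 generations by limma's interaction test for 11 named genes, each taken against the control arrays of its own generation. It was lower at 25 than at 5 generations for STP4 at -1.66 (adjusted p = 0.012), PLN1 at -1.52 (adjusted p = 0.012), AQR1 at -1.41 (adjusted p = 0.030), PFK27 at -1.22 (adjusted p = 0.012) and VID24 at -1.17 (adjusted p = 0.030). It was higher at 25 generations for FET4 at 1.08 (adjusted p = 0.025), ZPS1 at 1.14 (adjusted p = 0.013), CSI2 at 1.28 (adjusted p = 0.018), PRP43 at 1.31 (adjusted p = 0.034), PRM1 at 1.49 (adjusted p = 0.025) and ANB1 at 1.64 (adjusted p = 0.042). In all 12 probe sets passed with a 2-fold difference. In the 100 drawn relabellings of generation, the real one included, 3 gave as many, which argues against chance only if the generations in the sample titles are right, while Figure 1 shows 4 control arrays of 5 and 2 of 25 generations. The highest other relabelling gave 272, which points to a structure of the samples. Leaving out 1 array moved the number by over 1.5 times for 9 arrays: it was 7 without control replicate 2 and 566 without control replicate 3 of 5 generations, 5 and 5 without control replicates 1 and 2 of 25 generations, 0 and 3 without LSMMG replicates 2 and 3 of 5 generations, and 0, 1 and 7 without LSMMG replicates 1, 2 and 3 of 25 generations. Without both control arrays of high rRNA signal it was 1.

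Of the 3517 probe sets without a gene name, which may include S. pombe ones, 78 changed in any comparison. The paper does not report on them.

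The control arrays 1 and 2 of 5 generations lie between the other control arrays and the LSMMG arrays. A mixture with LSMMG RNA predicts equal shares moved for risen and fallen genes, and the shares differed by 0.0333 on replicate 1, where their 95% intervals overlap (0.379 to 0.425 and 0.333 to 0.400), and by 0.0786 on replicate 2, where they do not (0.470 to 0.542 and 0.366 to 0.466), both under the bound of 0.2 set against a mixture. The fallen ribosome biogenesis genes had moved by 0.109 on replicate 1 (95% interval 0.0255 to 0.146) and 0.0615 on replicate 2 (-0.0584 to 0.103). These shares lie below the intervals of the risen genes, where a uniform mixture as the whole cause predicts equal shares. The test was chosen after the shares of 5 lists were seen. All these intervals resample the genes of an array as if independent, while genes of a list vary together (estimated correlation 0.594 for ribosome biogenesis). They are thus too narrow to decide, and a mixture as part or all of the cause stays open. Degraded yeast RNA is argued against on both arrays, whose log2 5' against 3' signal of yeast control transcripts was 0.03 and -0.05, within the range of the other control arrays (-0.23 to 0.17). That of spiked transcripts was 0.13 on replicate 1, also within the range, and far below it on replicate 2, where a fault of labelling stays open, and no biological explanation was tested.

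Probe sets for ribosomal RNA were far higher on control replicates 1 and 2 of 25 generations, with median ratios of 103.78 and 96.9. Growth for 25 generations alone is argued against as the cause, since the highest LSMMG array of 25 generations had 1.14. Control replicate 3 of 25 generations had 2.87, far below these 2 but above all LSMMG arrays and all control arrays of 5 generations. An effect of generation within the control vessels is therefore not argued against. Over all tested probe sets, control replicate 3 of 25 generations correlated best with control replicate 3 of 5 generations, at 0.930. Figure 1 names 2 control arrays of 25 generations, where the sample titles give 3. By that figure, the 2 arrays of high rRNA signal could be all the controls of that time. A distortion of their mRNA values stays open: over S. cerevisiae probe sets they correlated with control replicate 3 of 25 generations at 0.891 or more, but over all tested probe sets they correlated best with each other, at 0.902, against 0.887 and 0.873 with replicate 3. Without them 1328 probe sets changed in any comparison, which argues against a distortion as the source of the LSMMG changes only. A difference in labelling stays open, as it was not tested, and no biological explanation other than generation was tested.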

How the results depend on the processing

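The alternatives with both control arrays of high rRNA signal left out, both control arrays nearest to LSMMG left out and named probe sets only were chosen after the data were seen. The counts of genes changed in any comparison, at 5 generations and at 25 generations stayed within 1.5 times under every alternative except the fold minimum: without one they were 3916, 3665 and 3551, and at 1.5-fold 2785, 2461 and 2318. Without a fold minimum 2901 were shared by the times, 534 at 5 only, 455 at 25 only, 153 different between SMG 25 and SMG 5 and 12 between control arrays of 25 and 5 generations. At 1.5-fold 2014 were shared, 338 at 25 only, 86 different between the times and 11 between the controls. A fold minimum sets these counts by construction. For the other values here the cause was not tested.

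Between SMG 25 and SMG 5, 3 changed with the methods' test, 95 with quantile normalization, 38 with array weights, 13 with the replicate number as a block and 40 without the control arrays nearest to LSMMG. At 25 generations only, 328 changed with quantile normalization and 688 against controls of the same generation. Between control arrays of 25 and 5 generations, 0 changed with the methods' test, 0 with the trended and robust prior of limma, 0 with the replicate number as a block, 563 with array weights, 16 among named probe sets only and 1 without the arrays of high rRNA signal. The interaction gave 78 with quantile normalization, 548 with array weights and 1 without the arrays of high rRNA signal. Gene lists passing at 5 and 25 generations were 20 and 19 with camera's preset correlation, that of Table 1 among them, 0 and 0 with an estimated one (lowest adjusted p = 0.12 and 0.12) and 34 and 30 with fry. Clustering with Euclidean distance placed 10 of 12 arrays with their kind.

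Leaving out 1 array at a time gave 1341 to 1726 genes in any comparison, 1163 to 1519 at 5 and 1070 to 1394 at 25 generations, 882 to 1189 at both, 249 to 317 and 166 to 215 at a single time, and 20 to 22 and 19 to 21 lists. Between SMG 25 and SMG 5 it gave 3 to 26, lowest without LSMMG replicate 2 or 3 of 5 generations, between the controls 0 to 678 and for the interaction 0 to 566, both highest without control replicate 3 of 5 generations. The number between SMG 25 and SMG 5 was 6, 3 and 3 without LSMMG replicates 1, 2 and 3 of 5 generations and 8, 6 and 6 without those of 25 generations. Between the controls limma gave 0 without control replicate 2 of 5 generations, 0, 0 and 10 without control replicates 1, 2 and 3 of 25 generations, 1 and 0 without LSMMG replicates 1 and 3 of 5 generations, and 0 without any 1 LSMMG array of 25 generations. Without both control arrays of high rRNA signal 1 control array of 25 generations is left, which is assumed to vary like the other groups. Without both control arrays of high rRNA signal 1328 genes changed in any comparison, and without both control arrays nearest to LSMMG 1980. No gene or list changed direction while passing. Over the alternatives set beforehand single genes stayed on their side of the threshold in 9258 cases, lost it in 403 and passed newly in 94, and lists in 1234, 45 and 47. Over those added later the numbers were 1479, 37 and 44 for genes and 145, 0 and 11 for lists. Intensity filters and the added offset were not run on ratios, the promoter search for lack of a sequence, and the interaction was not run with the methods' test. The signal over background behind each ratio is not in the file.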

Differences from the paper's values

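The second probe set of RPS18B, the ratio of arithmetic means and named probe sets only were chosen after the data were seen. For RPS18B the paper's fold decrease is 2.6 at 5 generations and 3.1 at 25 generations, and those found here were 1.19 and 1.25. None of the alternatives set before the data were examined brought either within 1.5 times of the paper's. The gene's second probe set, chosen after the values were seen, had 2.56 and 3.11, and drops none of the paper's other genes since it concerns RPS18B alone.

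For RRP14 at 5 generations the paper's value is an increase of 1.3-fold, and the ratio of SMG 5 to Ctrl here was 0.772, a log2 fold change of -0.37 (SE 0.13, adjusted p = 0.032). The difference stood under every alternative set before the data were examined. With the methods' test RRP14 did not pass (adjusted p = 0.084), and over the other alternatives set before the data were examined, each array left out in turn included, its adjusted p ran from 0.0080 to 0.15.

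For the percent of tested genes changed by LSMMG the paper's value is 36%, and the value here, over tested probe sets, was 16.4%. The paper's share is of genes left by its signal filter, which could not be applied to ratios, so the denominators differ. The denominator here also holds 3517 probe sets without a gene name, of which 78 changed, so 16.4% is not a share of S. cerevisiae genes. With 1.5-fold (30.9%) or no fold minimum (43.4%) the share came within 1.5 times of the paper's. With the other alternatives, the methods' test (14.9%), both normalizations, the trended and robust prior, array weights, S. pombe probe sets kept, controls of the same generation and the replicate block, it did not. With named probe sets only, chosen later, it was 25.7% of 5498, within 1.5 times of the paper's, and of 77 changes that pass the test among 106 of the paper's genes and times this drops 0.

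Fold changes that the paper gives for single genes were compared, those with no time stated at both times. Of these 107 comparisons, 87 were within 10% and 104 within 1.5 times of the values found here, and 5 had the opposite direction. Besides RRP14 these were BUD20, MUB1 and BUD27 at 25 generations, which the paper's Table 1 gives as up and which had ratios to Ctrl of 0.907, 0.873 and 0.820, and BUD17 at 25 generations, which it gives as down and which had a log2 fold change of 0.06. None of these 4 passed the test (adjusted p = 0.55, 0.49, 0.17 and 0.73). BUD20 was up at 25 generations with array weights (ratio 1.03) and against controls of the same generation (1.02), and BUD17 had the paper's value with quantile normalization (ratio of Ctrl to SMG 25 1.00). For HSP30 the paper's value is 13.23 with no time stated, those found here were 19.8 and 14.6 as ratios of geometric means, and the fold change of HSP30 in the paper's direction up at 5 generations was 13.2 as a ratio of arithmetic means. With the ratio of arithmetic means, 96 of the 107 comparisons were within 10%.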

Other observations

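The share moved by control arrays for the G1/S list, and the counts at an unadjusted p, were chosen after the result was seen.

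Counts of genes are by limma. Of 28 genes of G1/S cyclins and DNA replication, 0 were higher, 24 lower and 4 did not pass at 5 generations, and 0 were higher, 22 lower and 6 not passing at 25 generations (0 higher and 25 lower at 5 generations and 0 higher and 22 lower at 25 generations adjusted over the list alone; 0 and 0 higher at an unadjusted p under 0.05). Their medians were -1.04 and -0.89 (camera adjusted p = 3.7e-09 and 3.2e-08; adjusted p = 0.12 and 0.17 with an estimated correlation). MCM7, a subunit of the replicative helicase, changed by -1.55 and -1.60 (adjusted p = 3.2e-07 and 2.9e-07) and CLN1, a G1 cyclin, by -1.56 and -1.13 (adjusted p = 8.7e-06 and 8.5e-05). Of 17 genes of G2/M and mitotic exit, 2 were higher, 13 lower and 2 did not pass at 5 generations, and 1 was higher, 11 lower and 5 not passing at 25 generations (2 higher and 13 lower at 5 generations and 1 higher and 12 lower at 25 generations adjusted over the list alone). Their medians were -1.01 and -0.55 (adjusted p = 3.3e-04 and 2.8e-04; adjusted p = 0.34 and 0.27 with an estimated correlation), with CLB1, a mitotic cyclin, at -2.74 and -2.46 (adjusted p = 1.5e-05 and 3.2e-05) and DBF2, a kinase of mitotic exit, at -1.56 and -2.03 (adjusted p = 4.1e-06 and 1.0e-06). Of 9 histone genes, 3 were higher, 3 lower and 3 did not pass at 5 generations, and 3 were higher, 4 lower and 2 not passing at 25 generations (3 higher and 3 lower at 5 generations and 3 higher and 4 lower at 25 generations adjusted over the list alone). Their medians were -0.08 and -0.12 (adjusted p = 0.40 and 0.24), and HTB2, a histone H2B gene, changed by -1.14 and -0.96 (adjusted p = 2.4e-05 and 8.4e-05). Of 15 genes of the phosphate regulon, 1 was higher, 9 lower and 5 did not pass at 5 generations, and 1 was higher, 9 lower and 5 not passing at 25 generations (1 higher and 9 lower at 5 generations and 1 higher and 9 lower at 25 generations adjusted over the list alone). The medians were -1.09 and -0.96 (adjusted p = 0.0058 and 0.0063; adjusted p = 0.49 and 0.61 with an estimated correlation), with PHO84, a phosphate transporter, at -1.89 and -2.23 (adjusted p = 3.4e-07 and 1.5e-07) and PHO5, a secreted acid phosphatase, at -2.32 and -2.08 (adjusted p = 8.2e-06 and 1.7e-05). On control replicates 1 and 2 of 5 generations the 12 G1/S genes that differed at least 2-fold between LSMMG and the other control arrays had moved by a median share of 0.142 (95% interval -0.737 to 0.332) and 0.0130 (-1.04 to 0.394) of the way to LSMMG. These intervals too resample the genes of an array as if independent.

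Of 23 genes of meiosis and sporulation, 13 were higher, 0 lower and 10 did not pass at 5 generations, and 13 were higher, 0 lower and 10 not passing at 25 generations (13 higher and 0 lower at 5 generations and 15 higher and 0 lower at 25 generations adjusted over the list alone; 0 and 0 lower at an unadjusted p under 0.05). Their medians were 0.90 and 1.16 (adjusted p = 0.0083 and 0.0061; adjusted p = 0.59 and 0.61 with an estimated correlation), and against controls of the same generation the list had an adjusted p of 0.0525 at 5 generations, against 0.0017 to 0.59 over its other alternatives set beforehand. SPS100, of spore wall maturation, rose by 3.22 and 3.98 (adjusted p = 0.0011 and 2.6e-04) and NDT80, a meiotic transcription factor, by 1.85 and 1.38 (adjusted p = 3.2e-04 and 0.0023). Of 21 haploid-specific and mating-type-specific genes, 7 were higher, 0 lower and 14 did not pass at 5 generations, and 5 were higher, 1 lower and 15 not passing at 25 generations (3 higher and 0 lower at 5 generations and 2 higher and 1 lower at 25 generations adjusted over the list alone; 0 and 1 lower at an unadjusted p under 0.05). Their medians were 0.60 and 0.55 (adjusted p = 0.076 and 0.24). Of 18 genes listed beforehand as raised when glucose falls, 11 were higher, 0 lower and 7 did not pass at 5 generations, and 7 were higher, 1 lower and 10 not passing at 25 generations (11 higher and 0 lower at 5 generations and 7 higher and 2 lower at 25 generations adjusted over the list alone; 0 and 2 lower at an unadjusted p under 0.05). The medians were 0.88 and 0.81 (adjusted p = 0.0072 and 0.21; adjusted p = 0.34 and 0.61 with an estimated correlation), with MIG2, a repressor gene that glucose itself induces, at 2.23 and 1.38 (adjusted p = 1.0e-05 and 3.1e-04), and PFK27, which glucose also induces, at 0.28 and -0.85 (adjusted p = 0.023 and 2.0e-05), and the list was lower at 25 than at 5 generations (adjusted p = 0.0037; adjusted p = 0.40 with an estimated correlation). Of 5 hexose transporters and sensors of low glucose, 3 were higher, 0 lower and 2 did not pass at 5 generations, and 2 were higher, 0 lower and 3 not passing at 25 generations (3 higher and 0 lower at 5 generations and 2 higher and 1 lower at 25 generations adjusted over the list alone; 0 and 1 lower at an unadjusted p under 0.05). Their medians were 0.74 and 0.54 (adjusted p = 0.074 and 0.64), with HXT7, a high-affinity hexose transporter, at 0.73 and -0.14 (adjusted p = 4.2e-04 and 0.39) and a difference between the times of -0.88 (adjusted p = 0.017), and the list was lower at 25 than at 5 generations (adjusted p = 0.0058; adjusted p = 0.19 with an estimated correlation). Of 3 hexose transporters and sensors of high glucose, 1 was higher, 0 lower and 2 did not pass at 5 generations, and 0 were higher, 0 lower and 3 not passing at 25 generations (1 higher and 0 lower at 5 generations and 0 higher and 0 lower at 25 generations adjusted over the list alone; 2 and 0 higher at an unadjusted p under 0.05; 0 and 0 lower at an unadjusted p under 0.05). Their medians were 0.57 and 0.21 (adjusted p = 0.45 and 0.71).

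Of 24 hypoxic and anaerobic genes, 5 were higher, 5 lower and 14 did not pass at 5 generations, and 11 were higher, 4 lower and 9 not passing at 25 generations (7 higher and 6 lower at 5 generations and 11 higher and 4 lower at 25 generations adjusted over the list alone). HEM13, an enzyme of heme synthesis, rose by 1.25 and 1.59 (adjusted p = 1.1e-05 and 2.3e-06) and AUS1, a sterol importer, changed by -0.99 and -0.74 (adjusted p = 5.9e-04 and 0.0041). Camera gave an adjusted p of 0.85 and 0.21 for this list, which was higher at 25 than at 5 generations (adjusted p = 0.0064; adjusted p = 0.57 with an estimated correlation). Of 25 genes of iron uptake, 9 were higher, 5 lower and 11 did not pass at 5 generations, and 5 were higher, 4 lower and 16 not passing at 25 generations (9 higher and 6 lower at 5 generations and 5 higher and 4 lower at 25 generations adjusted over the list alone). Their medians were 0.27 and 0.15 (adjusted p = 0.45 and 0.64), and TIS11, which degrades mRNAs when iron is low, rose by 1.28 and 1.90 (adjusted p = 0.0024 and 1.7e-04). Of 66 genes of mitochondrial ribosomal proteins, 17 were higher, 15 lower and 34 did not pass at 5 generations, and 13 were higher, 23 lower and 30 not passing at 25 generations (17 higher and 15 lower at 5 generations and 19 higher and 25 lower at 25 generations adjusted over the list alone). Their medians were 0.03 and -0.12, with the direction of the test lower at both times (adjusted p = 0.90 and 0.15), and the list was lower at 25 than at 5 generations (adjusted p = 0.0022; adjusted p = 0.42 with an estimated correlation). Of 11 genes raised when respiration fails, 7 were higher, 1 lower and 3 did not pass at 5 generations, and 6 were higher, 1 lower and 4 not passing at 25 generations (7 higher and 2 lower at 5 generations and 6 higher and 1 lower at 25 generations adjusted over the list alone). Their medians were 0.48 and 0.43 (adjusted p = 0.15 and 0.21), and CIT2, the peroxisomal citrate synthase, rose by 1.63 and 1.56 (adjusted p = 1.1e-04 and 1.4e-04). Of 5 marker genes of the strain, 0 were higher, 3 lower and 2 did not pass at 5 generations, and 0 were higher, 1 lower and 4 not passing at 25 generations (0 higher and 3 lower at 5 generations and 0 higher and 1 lower at 25 generations adjusted over the list alone; 0 and 0 higher at an unadjusted p under 0.05). Their medians were -0.41 and -0.25 (adjusted p = 0.11 and 0.32), with HIS3 at -0.35 and -0.07 (adjusted p = 0.0059 and 0.57) and LEU2 at -0.41 and -0.45 (adjusted p = 0.17 and 0.14), and ratios do not show whether a deleted gene was detected.

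Other splits of the arrays were tried for each count. For SMG 5 against Ctrl, 1 of 84 splits, the real one, gave as many as 1293 genes, and the highest other gave 822. For SMG 25 against Ctrl it was 1 of 84, with 1183 genes and 750 in the highest other, and for any comparison 1 of 100 drawn splits, with 1479 and 1309. These splits argue against chance for these 3 counts if the arrays are independent. The paper's text does not say which arrays share a culture, so chance is not excluded. For SMG 25 against SMG 5, 10 splits are too few, with 22 genes in the real split, 1 split giving as many and 0 in the highest other by limma. The control arrays also allow 10 splits, too few, of which 2 gave 6 or more and the highest other gave 273, which points to a structure of the control samples. For the number of gene lists chance is not excluded: 21 of 84 splits gave 20 or more at 5 generations (highest other 24) and 19 of 84 gave 19 or more at 25 generations (highest other 23).

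Stress and quiescence genes were higher and ribosome biogenesis genes lower in LSMMG at both times, by camera with its preset correlation. With an estimated correlation none of these lists passed (adjusted p = 0.52 and 0.61 for induced stress genes, 0.52 and 0.61 for stationary phase markers, 0.34 and 0.27 for ribosome biogenesis). The 3 tests of this pattern were set before the medians of the lists were computed but after the largest changes of single genes had been seen. Cultures past the diauxic shift would show a median log2 change of the glyoxylate and gluconeogenesis list above 1 at both times, and it was 0.91 at 25 and 1.24 at 5 generations, which meets neither that bound nor the one set against it. Less oxygen would show a median of the hypoxic list above 0.5 at both times, and it was 0.26 at 5 and 0.53 at 25 generations, which also decides neither way. Slower growth of the LSMMG cultures would show a median of the ribosomal protein list below -0.2 at both times. It was -0.33 at 25 and -0.33 at 5 generations, past that bound. A fall of ribosomal protein genes lies close to the pattern itself, and no bound on it was set for the other explanations. The result therefore does not favour slower growth over them. All 3 and a response to LSMMG itself stay open, since growth rates and oxygen are not in the data, and the glucose readings and the serial dilution by which the paper argues against a diauxic shift could not be examined in the deposited values.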
